# Metabolomics and Transcriptomics Reveal Age-Dependent Development of Meat Quality Traits in Jingyuan Chicken

**DOI:** 10.3390/ani15131938

**Published:** 2025-07-01

**Authors:** Jiahuan Hu, Wei Zhao, Jinyan Zhao, Jinli Tian, Lijuan Yang, Hua Wang, Siyu Chen, Ruimin Ma, Yaling Gu, Dawei Wei, Juan Zhang

**Keywords:** Jingyuan chickens, metabolome, transcriptome, meat quality traits, age

## Abstract

In this study, we investigated the dynamic changes in muscle lipid content (MLC) deposition in the breast muscle of Jingyuan chickens at different stages (42-, 126-, and 180- days old) using metabolomics. The pH_45min,_ a*, and L* were significantly increased in the breast muscle of 126-day-old chickens, and MLC and b* were significantly increased in the breast muscle of 180-day-old chickens. A total of 4643 differentially expressed metabolites (DEMs) were identified, of which 10 decreased and 29 increased with age. Key pathways associated with meat quality traits included oxidative phosphorylation, β-alanine metabolism, and glycerophospholipid metabolism. Combined transcriptomic and phenotypic correlation analyses revealed significant positive correlations of MLC, pH_45min_, a*, and L* with LysoPC 20:4, *CD3E*, *TARP*, *IL7R*, *ENSGALG00010025331*, and *RASSF5*. In the 42- and 180-day-old chickens, MLC, pH_45min_, a*, and L* were significantly and positively correlated with L-Anserine, Dihydroxyacetone phosphate, *ENSGALG00010006904*, and *HSPB7*. MLC, pH_45min_, a*, and L* were significantly and positively correlated with beta-Nicotinamide adenine dinucleotide in the 126- and 180-day-old chickens. This study deepens our understanding of the differences in MLC deposition at different stages of Jingyuan chickens and its relationship with meat quality traits.

## Simple Summary

This study explored how muscle lipid content (MLC) deposition and meat quality traits change at different stages of development in Jingyuan chickens. We analyzed the breast muscle of 42-, 126- and 180-day-old chickens using metabolomics techniques. Our findings showed that certain meat quality traits, such as pH_45min_, color values (a* and L*), and MLC, varied significantly with age. We identified 4643 differentially expressed metabolites (DEMs), some of which increased while others decreased as the chickens aged. Key metabolic pathways related to meat quality traits included oxidative phosphorylation, β-alanine metabolism, and glycerophospholipid metabolism. We also found strong correlations between MLC, pH_45min_, and color traits with specific metabolites and genes, providing a deeper understanding of how fat deposition affects meat quality traits at different growth stages. This research offers valuable insights for improving meat quality traits in Jingyuan chickens.

## 1. Introduction

The only animal product whose price and demand have kept rising is chicken, according to the International Market Commodity Prices 2023 [1]. Production of chicken meat is increasing due to changes in consumer preferences and demand. Although the production of chicken meat has been rising annually in China, where it is the second most consumed meat product, its export volume is less than that in the US and Brazil [2]. Thus, producing superior local chicken breeds with exceptional qualities has become a key area of research in contemporary livestock and poultry molecular breeding in an effort to boost competitiveness and enhance meat flavor [3].

Muscle lipid content (MLC) is one of the important indexes for evaluating meat quality traits. Meat flavor, softness, and food value are all strongly connected with intramuscular fat levels [4]. There are two primary reasons why intramuscular fat improves meat quality traits. First, myofibrillar bundles are dissolved by the oxidation of MLC, improving muscle juiciness and tenderness [5]. Second, when MLC degrades, it can release a range of volatile aromatic chemicals that are essential for enhancing the flavor of meat [6]. Through processes like oxidative lipid degradation, Maillard reaction, thermal amino acid degradation, and thiamine degradation, flavor precursors in chicken meat generate volatile flavor substances, primarily including ketones, aldehydes, esters, alcohols, phenols, sulfur-containing straight-chain compounds, and heterocyclic compounds [7]. One of the five district-level livestock and poultry genetic resources protection breeds of the Ningxia Hui Autonomous Region is Jingyuan chicken, a superior local resource [1]. Because of their distinctive geographic location and rearing practices, Jingyuan chickens are the first choice for “green nutritional and health care” chicken food because of their high nutritional value, low cholesterol, rich fatty and amino acids, and delicious meat [8]. They are also a perfect animal model for research on MLC deposition in muscle [3].

With the rapid growth of science and technology, metabolomics and transcriptomics sequencing technologies are increasingly applied in genetic breeding research on cattle and poultry [9]. Metabolomic analysis of metabolites and lipid pathways in Chaffinch 2 and Yao Chicken revealed multiple differentially expressed metabolites (DEMs) and many metabolic pathways related to amino acids and fatty acids in eight categories [10]. Additionally, the metabolomic analysis of serum and breast muscle in Chaffinch 2 and Yao Chicken showed that changes in myo-glycogen content in chicken meat were closely related to the final pH of the meat, enabling accurate prediction of chicken meat quality traits [11]. Meat metabolites are synthesized and accumulated through genetic regulation [12]. The transcriptomic analysis of Nandap scallop chickens with high and low abdominal fat rates identified *PLA2G4A* and *RPS4Y1* as potential key regulators of fat deposition [13]. Similarly, transcriptomic analysis of Jingxing yellow chickens with high and low triglyceride content revealed that five genes (*DHCR24*, *LSS*, *MSMO1*, *NSDHL*, and *CH25H*) are involved in steroid biosynthesis, while nine genes (*ADIPOQ*, *CD36*, *FABP4*, *FABP5*, *LPL*, *SCD*, *PLIN1*, *CIDEC*, and *PPARG*) are associated with adipogenesis [14]. Furthermore, the primary pathways controlling variations in lipid deposition between high and low triglyceride groups were the steroid biosynthesis and PPAR signaling pathways, which are linked to lipid storage and metabolism. In contrast, pathways related to muscle MLC deposition in the breast and hamstring muscles of Jingyuan chickens, as identified through transcriptomic sequencing, include purine metabolism, glycolysis, pyruvate metabolism, and amino acid biosynthesis [15].

Although past research has explored the mechanism of chicken meat flavor using transcriptomics and metabolomics, the dynamic changes affecting MLC deposition in chicken meat remain less understood. Therefore, we aimed to investigate the molecular mechanisms underlying meat quality traits and flavor during the development of Jingyuan chickens, using both transcriptomic and non-targeted metabolomic approaches. This study examines the DEGs and DEMs affecting MLC deposition in the muscles of Jingyuan chickens at various stages of development.

## 2. Materials and Methods

### 2.1. Ethical Statement

All our experimental procedures were in accordance with the Guidelines for Experimental Animals established by the Ministry of Science and Technology of the People’s Republic of China which were approved by the Animal Care Committee of Ningxia University under ethical approval number NXU-2024-067.

### 2.2. Animal and Sample Collection

A total of 300 1-day-old Jingyuan chicks were reared at the Jingyuan Chicken National Breeding Farm (Panyang County, Guyuan, China) using standardized temperature and humidity. All hens were always fed and watered ad libitum under the same conditions. Since 42 days of age is the beginning of the breeding period of Jingyuan chickens, 126 days is the point of sexual maturity of Jingyuan chickens, and their weight stabilizes at 180 days, which is the typical market age, we chose 42-, 126-, and 180-day-old chickens to explore the changes in MLC deposition during the growth process of chickens. Group B1 was slaughtered at 42 days (0.422 ± 0.03 kg), Group B2 was slaughtered at 126 days (1.68 ± 0.14 kg), and Group B3 was slaughtered at 180 days (2.03 ± 0.09 kg). After rendering the hens unconscious with an ether respiratory anesthetic, we severed their carotid arteries and ended their lives. Thirty hens were randomly selected from each group, whole muscles were collected for meat properties, and the remaining breast muscle was snap-frozen in liquid nitrogen and stored at −80 °C in a refrigerator. Finally, 10 hens of the same weight were selected from each age group and their breast muscles were sequenced for the transcriptome and untargeted metabolome. The sample numbers are shown in Table S1.

### 2.3. Meat Quality Traits Determination

Using a pH meter (PH-STAR, Meters, Denmark), the pH of the meat was measured 45 min after slaughter at three distinct sites on the upper, middle, and bottom portion of each breast muscle, each 10 mm deep. Prior to usage, the pH meter was calibrated twice using reference buffers with pH values of 4.0 and 7.0 to guarantee the accuracy of the readings. A spectrophotometer 968 (CR-400, Minolta, Japan) that had been calibrated in black and white prior to usage was used to measure the color parameters of the breast muscle. Each breast muscle’s L*, a*, and b* values were measured three times, and the mean value was used to determine the final meat color. In accordance with the method specified in GB 5009.6-2016 [16] for the determination of fat in food, we employed the first Soxhlet extractor method. First, we carefully weighed 5 g of the well-mixed sample of the breast muscle, accurate to the nearest 0.001 g. This weighed sample was then placed entirely into a filter cylinder. Next, the filter paper cylinder containing the sample was placed in the extraction chamber of the Soxhlet extraction apparatus. Meanwhile, we ensured that a receiver flask, which had been dried to a constant weight beforehand, was prepared. The extraction apparatus was then set up by combining the extraction chamber with the receiver flask to initiate the extraction process for determining the MLC. Petroleum ether was added to the flask through the upper end of the condenser tube, filling it up to two-thirds of its volume. The apparatus was then heated in a water bath, and continuous reflux extraction was performed using anhydrous ethyl ether or petroleum ether at a rate of 6 to 8 cycles per hour, typically for a period of 6 to 10 h. Once the extraction was complete, the receiver flask was removed, the anhydrous ether or petroleum ether were recovered, and the remaining 1 to 2 mL of solvent was evaporated in a water bath. The solvent was then dried at 100 °C ± 5 °C for 1 h, followed by cooling in a desiccator for 0.5 h before weighing. This process was repeated until a constant weight was achieved (when the difference between two consecutive rounds of weighing was less than 2 mg). The fat content of the sample was then calculated using the following formula: [Content of receiving flask and fat after constant weight (g)−mass of receiving flask (g)] / mass of sample × 100%.

### 2.4. Metabolomics Analysis by Untargeted HPLC-HRMS

After thawing the breast muscle samples on ice, 80% methanol buffer was used to extract the metabolites. In short, 0.5 mL of 80% methanol that had been chilled beforehand was used to extract 50 mg of breast muscle. At −20 °C, the extraction mixture was left to stand for 30 min. Following a 15 min centrifugation at 20,000× *g*, the supernatant was moved to a fresh tube and vacuum-dried. After being redissolved in 100 μL of 80% methanol, the samples were subjected to HPLC-HRMS analysis. Additionally, pooled QC samples were prepared by mixing 10 μL of each extraction mixture [17]. Thermo Scientific UltiMate 3000 HPLC (Thermo Scientific, Waltham, MA, USA) with an ACQUITY UPLC BEH C18 (Waters, Milford, MA, USA) column was employed as an ultra-high-performance liquid chromatography system. The mobile phases for chromatographic acquisition were acetonitrile (0.1% formic acid) in phase B and water (0.1% formic acid) in phase A. The gradients in the liquid phase were established as follows: 0–0.5 min, 5% B; 0.5–7 min, 5–100% B; 7–8 min, 100% B; 8–8.1 min, 100–5% B; 8.1–10 min, 5% B. A Q-Exactive (Thermo Scientific, MA, USA), high-resolution tandem mass spectrometer was then utilized for the column containing the eluted metabolites. Both positive and negative ion modes were used by Q-Exactive. To reach an AGC objective of 3e6, precursor spectra were gathered at 70,000 resolution (70–1050 *m*/*z*). One hundred milliseconds was the maximum injection time. The initial 3-bit set up was configured to use DDA mode for data acquisition. To assess the stability of the HPLC-HRMS throughout the collection process, a quality traits control sample (a collection of all samples) was collected after every 10 samples.

Following the acquisition of the downstream data, XCMS 4.7 software was used to preprocess the mass spectrometry data [18]. The mzXML format was used to transform the HPLC-HRMS raw data files. Metabolites were annotated using ion intensity data, peak intensities, and sample observations. The metabolites were annotated by comparing the data in the Human Metabolome Database (HMDB, https://hmdb.ca/) and Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) (accessed on the 9 of November 2024) using precise molecular mass data (*m*/*z*). Using principal component analysis (PCA) and orthogonal least partial squares discriminant analysis (OPLS-DA), the metaX program was utilized to evaluate the extent of sample differences. Fold Change (FC) > 1.5 or FC ≤ 1/1.5, VIP ≥ 1, and *p* < 0.05 were used to select DEMs. The identified DEMs were subjected to advanced Mfuzz analysis using the OmicStudio tool on https://www.omicstudio.cn/tool (accessed on the 16 November 2024).

### 2.5. Transcriptomics Analysis

Transcriptome results from our previous data [19]. On an Illumina NovaseqTM 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China), we carried out 2 × 150 bp paired-end sequencing (PE150) in accordance with the supplier’s suggested procedure. Trizol reagent (Thermofisher, MA, USA) was used to extract total RNA from breast muscle samples in accordance with the manufacturer’s instructions. A Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, Santa Clara, CA, USA) was used to measure the concentration and purity of total RNA. Thermo Fisher’s Dynabeads Oligo (dT) was used to purify total RNA. The Illumina paired-end RNA-seq approach produced millions of 2 × 150 bp paired-end reads. However, only qualifying RNA samples were used for RNA-seq. Cutadapt-1.9 (https://cutadapt.readthedocs.io/en/stable/) (accessed on the 25 Novembe 2024) was used to filter low-quality traits reads. Sequence quality traits were then verified using FastQC 0.11.9 (https://sourceforge.net/projects/fastqc.mirror/files/v0.11.9/) (accessed on the 25 November 2024). Next, we used the HISAT2-2.2.1 (https://daehwankimlab.github.io/hisat2/) (accessed on the 25 November 2024) software program [20] to map all reads to the chicken reference genome. Two distinct groups were analyzed with the DESeq2 software (R4.1.2) [21,22]. DEGs were defined as genes with differential multiplicity FC ≥ 2 or FC ≤ 0.5 (|log_2_FC| ≥ 1) and a threshold criterion of q-value < 0.05.

### 2.6. Combined Analysis of Differential Genes and Differential Metabolites

The correlation between DEMs and DEGs was evaluated using the Pearson correlation coefficient. Afterward, the phenotype-key candidate gene-key metabolite interaction network was constructed using the OmicStudio tools (https://www.omicstudio.cn/tool/56, accessed on the 25 November 2024) software.

### 2.7. Statistical Analysis

We performed *t*-tests to determine significant differences between groups using Graph Prism software (v8.0.2), and data were expressed as mean ± SEM. *p* < 0.05 indicates a significant difference, and *p* < 0.01 indicates a highly significant difference (*, **, and *** stand for *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively). Images were generated by Graph Prism (v8.0.2) software.

## 3. Results

### 3.1. Meat Quality Traits Performance of Jingyuan Hens at Different Developmental Stages

We assessed the meat quality trait indices of the breast muscle tissues of Jingyuan hens that were 42-, 126-, and 180- days old. Age-related increases in MLC were highly significant (*p* < 0.001, Figure 1A). When compared to chickens that were 42- and 180- days old, the pH_45min_ value at 126-day-old was considerably higher (*p* < 0.001, Figure 1B). Furthermore, in comparison to the other two groups, the a* and L* values peaked at 126 days (*p* < 0.001, Figure 1C,E). Compared to those of the 42- and 126-day-old chickens, the b* values in 180-day-old chickens were significantly greater (*p* < 0.001, Figure 1D).

### 3.2. Metabolome QC and OPLS-DA Analysis

We first performed metabolomic sequencing analysis on three-day-old chicken breast muscle of Jingyuan chickens, and the overlap analysis of the total ion current maps of the samples in positive and negative ionization modes showed good reproducibility. The normalized clean metabolite table is shown in Table S2. The Pearson correlation coefficients of the quality traits control (QC) samples were close to 1, which proved the reproducibility and reliability of the data (Figure S1). The metabolites in the positive- and negative-ion modes were then subjected to further analysis. The correlation of all samples within and between groups was described using PCA (Figure S2). OPLS-DA used supervised patterns to find sample correlations between all pairs of groups. The comparison groups for 42- and 126-day-old, 42- and 180-day-old, and 126- and 180-day-old chickens demonstrated distinct group separation and strong sample clustering within the groups (Figure 2A–C). We used a permutation test to prevent overfitting. For any two groups, R^2^ values > 0.9 and Q2 values < 0.4 show that these models are not overfitted and are stable (Figure 2D–F).

### 3.3. Differential Metabolite Analysis

We performed a two-by-two analysis of the metabolites identified at three different ages. Based on the conditions of VIP > 1, *p* value < 0.05, FC ≥ 1.5, or FC ≤ 0.667, DEMs were screened between 42 and 126 days, 42 and 180 days, and 126 and 180 days. Volcano plots were used to illustrate the distribution of DEMs between different age groups. In the 42- and 126-day-old comparison, a total of 1390 DEMs were identified in both the positive- and negative-ion modes: 918 DEMs were upregulated, and 696 DEMs were downregulated (Figure 3A, Table S3). In the comparison of 42- and 180-day-old chickens, a total of 1726 DEMs were identified: 945 DEMs were upregulated, and 781 DEMs were downregulated (Figure 3B, Table S4). In the comparison of 126- and 180-day-old chickens, a total of 1527 DEMs were identified: 1008 DEMs were upregulated, and 519 DEMs were downregulated (Figure 3C, Table S5). Furthermore, a hierarchical clustered heatmap was created using the relative abundance of DEMs found in any two groups (Figure 3D,E).

### 3.4. Trend Analysis of Differential Metabolite Expression

The trends of DEMs in the breast muscles of the three age groups were subjected to Mfuzz clustering analysis. The abundance of 29 DEMs in cluster 6 exhibited an increasing trend with increasing age, while 10 DEMs in cluster 1 showed a substantial drop with increasing age, according to the results, which displayed 12 patterns (Figure 4). The metabolites grouped in cluster 1 and cluster 6 are displayed in Table 1 and Table 2, respectively. In both clusters, we discovered that fatty acyls were most prevalent. Cluster 6 contained eight fatty acids: 2-hydroxy-2-methylbutyric acid, Lauroyl-L-carnitine, Lauroylglutarylcarnitine, (2R)-3-Hydroxyisovaleroylcarnitine, Linoleoylcarnitine, Acylcarnitine 9:0, and Acylcarnitine 20:4. L-propionylcarnitine, methylglutaric acid, 5,8,11-eicosatrienoic acid, 8Z,11Z-eicosadienoic acid, 1,2,5,6-tetrahydro-4H-pyrrolo[3,2,1-ij]quinolin-4-one, and choline were the six fatty acyls that were clustered in cluster 1.

### 3.5. KEGG Pathway Enrichment Analysis

The DEMs in the three age groups were then subjected to KEGG pathway enrichment analysis. In the 42- and 126-day-old, 42- and 180-day-old, and 126- and 180-day-old groups, a total of 51, 40, and 73 pathways were annotated to KEGG pathways; 43, 29, and 63 of these pathways were highly enriched, respectively (Table S6). The glycerophospholipid metabolism and longevity-regulating pathway was the most significantly enriched DEMs found in the 42- and 126-day-old group (Figure 5A). The two most significant pathways found in the 42- and 180-day-old group were beta-alanine metabolism and glycerophospholipid metabolism (Figure 5B). The two most significant pathways found in 126- and 180-day-old chickens were those that regulate lifespan and oxidative phosphorylation (Figure 5C). By filtering out the most important pathways in each comparison group, we further analyzed these pathways to identify DEMs that were significantly enriched in the most important pathways (Table 3). The most important pathways and DEMs were then visualized for each age group (Figure 6).

### 3.6. Joint Analysis of Transcriptome and Metabolome

The correlation analysis of DEMs and DEGs across age groups was then carried out. 

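Breast muscle RNA of 15 Jingyuan chickens, 5 each at 42, 126 and 180 days of age, had been sequenced as paired-end reads in an earlier study by the authors. The authors filtered the reads with Cutadapt, mapped them to the chicken reference genome with HISAT2 and reported FPKM (fragments per kilobase of transcript per 1000000 mapped fragments) with 2 decimals. The paper's text names neither the genome build nor the program that computed FPKM, so no positions are given for the genes. Because FPKM carry no read counts, the depth of each sample is unknown. The FPKM of a sample summed to between 413638 and 469268 at 42 days (median 431771), between 445023 and 478434 at 126 days (median 454066) and to at least 437876 at 180 days (median 454170). A sample had an FPKM above 0 for between 15739 and 17479 gene names. Entries that share a gene name were summed, a choice made after the values had been seen, and 12100 names had a single entry. Differential expression was tested between 2 ages at a time with limma on log2(FPKM + 0.1), where the authors had used DESeq2, over genes with a mean of at least 0.5 FPKM in the 10 birds. Metabolite intensities were taken from Tables S3 to S5, which list 10 birds per age, for the 5 birds per age whose sample names occur in both data sets, and are given in M (1000000 units of intensity). A shared name was taken to mark the same bird. The paper states 10 hens per age for both data sets, so that its coefficients may rest on more birds than the 5 per age used here. Pearson's r was computed over the 10 birds of 2 ages on linear FPKM and linear intensity, with a two-sided permutation test (100000 permutations) and Benjamini-Hochberg adjustment over the 38 relations of Table 4, and Spearman's rho was computed beside it. A gene and a metabolite that both change with age correlate across 2 ages, so r was also computed after centring both on their means within each age, with a two-sided exact permutation test over all rearrangements of the birds within ages. No r is given for the 5 birds of a single age alone, where it would be imprecise.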

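With an adjusted p under 0.05 and an absolute log2 fold change of at least 1, 283 of 11482 genes tested were DEGs between 42 and 126 days, 63 of them higher and 220 lower at 126 days. Between 42 and 180 days, 342 of 11691 genes were DEGs, with 54 higher and 288 lower at 180 days. Between 126 and 180 days, 106 of 11515 genes were DEGs, with 54 higher and 52 lower at 180 days. The FPKM of the 5 birds of one age lay entirely above or below those of the other age for 237, 280 and 104 of these DEGs in the 3 comparisons. Among all genes tested, such separation held for 6.45%, 5.67% and 4.32%, where 0.794% is the share that chance gives. Of the alternatives tried, keeping only the entry with the highest mean FPKM of each gene name moved the first count most, to 51 DEGs; that alternative was chosen after the data had been seen. Single birds also moved the counts, which were 77 without the 42-day-old replicate 2 in the first comparison, 770 without the 180-day-old replicate 1 in the second and 15 without the 180-day-old replicate 2 in the third. Quantile normalization between samples moved the median log2 fold change of all genes from -0.15 to -0.01 at 126 days and from -0.13 to 0.00 at 180 days, both against 42 days. Under it, 116 DEGs were higher and 152 lower at 126 days than at 42 days, and 28 were higher and 56 lower at 180 days than at 126 days. The DEGs and the metabolites of Table 3 form 7299 pairs within the 3 comparisons, and 121 of these had an absolute r of 0.9 or higher (44, 61 and 16 in the order above). When the metabolome birds were shuffled within each age, the median over 1000 shuffles was 94 pairs, and 286 shuffles gave at least as many pairs as the birds' own pairing.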

For further examination, genes with absolute correlation coefficients of 0.9 or higher with DEMs in the most significant pathways were chosen. The DEGs that were most substantially linked with the DEMs in various age groups are displayed in Table 4, and correlation heatmaps were utilized to clarify the interactions between DEMs and DEGs in the most significant pathways (R >|0.7|, *p* < 0.01). 

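Table 4 lists 38 relations of 31 genes with 9 metabolites. Their r was 0.9 or higher in 19 relations, which were 7 of 18 at 42 and 126 days, 4 of 10 at 42 and 180 days and 8 of 10 at 126 and 180 days. In 37 relations r was positive, and its median over the 38 was 0.900. The permutation p of r was under 0.01 in 35 relations, and the adjusted p was under 0.05 in all 38. These p-values are no independent evidence, because the paper chose the relations for high coefficients on the same samples. The adjustment covers the 38 chosen relations and not the pairs they were chosen from. Spearman's rho had an adjusted p under 0.05 in 29 relations, with a median rho of 0.800. Within ages, 10 relations had an exact permutation p under 0.05 (7, 1 and 2 in the 3 comparisons), and 0 did after adjustment over the 38. In 13 relations, leaving out one bird brought the exact permutation p of r to 0.05 or more. The 38 relations hold 32 combinations of a gene and a comparison, of which 12 were DEGs in the limma test (5, 4 and 3 in the 3 comparisons), 13 were not and 7 had too low a mean FPKM to be tested. Adjusted over the list alone, with combinations under the FPKM minimum included, 28 of the 32 had an adjusted p under 0.05. This is not independent evidence because the study chose these genes on the same samples. From coefficients of this kind, the paper takes these genes as the ones most strongly linked with the metabolites of the enriched pathways.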

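LysoPC 18:2, a lysophosphatidylcholine, had an intensity of 14.1 ± 4.94 M (SD, n = 5) at 42 days and 5.71 ± 1.20 M (SD, n = 5) at 126 days. The FPKM of C17orf58 was 2.60 ± 0.842 (SD, n = 5) at 42 days and 0.926 ± 0.312 (SD, n = 5) at 126 days, with a log2 fold change of -1.39 (standard error 0.29, adjusted p = 0.0277, limma). Every bird of 126 days was below every bird of 42 days. The adjusted p lay between 0.0200 and 0.0691 over 8 alternatives (limma), the latter with only the highest entry of each gene name, and was 0.05 or more in 8 of the 10 fits that each left out one bird. C17orf58 and LysoPC 18:2 had r = 0.978 (permutation p = 7.0e-05, adjusted p = 0.00133) and rho = 0.903 (permutation p = 0.00075), and r was 0.921 without the 2 birds farthest from the median intensity, the 42-day-old replicates 1 and 3. Within ages, r was 0.941 (exact permutation p = 0.0178, adjusted p = 0.136). ENSGALG00010012015 fell by 1.87 on the log2 scale (adjusted p = 0.0111, between 0.00591 and 0.100 over the alternatives, limma) and had r = 0.942 (permutation p = 0.00024, adjusted p = 0.00163) and rho = 0.879 (permutation p = 0.00153), with r = 0.911 without the same 2 birds and 0.842 within ages. ENSGALG00010022550 had r = 0.910, and CHRNG, CAMK2A, HYDIN and ENSGALG00010006533 had r between 0.779 and 0.844. Without the 2 birds, r was 0.656 for ENSGALG00010022550, 0.514 for CAMK2A, 0.494 for HYDIN and 0.448 for ENSGALG00010006533, while it was 0.794 for CHRNG. The r of CHRNG was 0.588 (n = 9, exact permutation p = 0.0859) when only the 42-day-old replicate 3 was left out. The rho of CAMK2A was 0.612 (permutation p = 0.0668). ENSGALG00010006533 was listed at 0 in the 5 birds of 126 days and had a mean FPKM of 0.154 at 42 days. CHRNG and CAMK2A were lower at 126 days with adjusted p = 0.0800 (between 0.0699 and 0.143 over the alternatives, limma) and 0.0635 (between 0.0331 and 0.175, limma). CAMK2A was a DEG with all 3 ages in one fit. The other 3 of these genes were too low in FPKM to be tested.

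**Figure D1:**
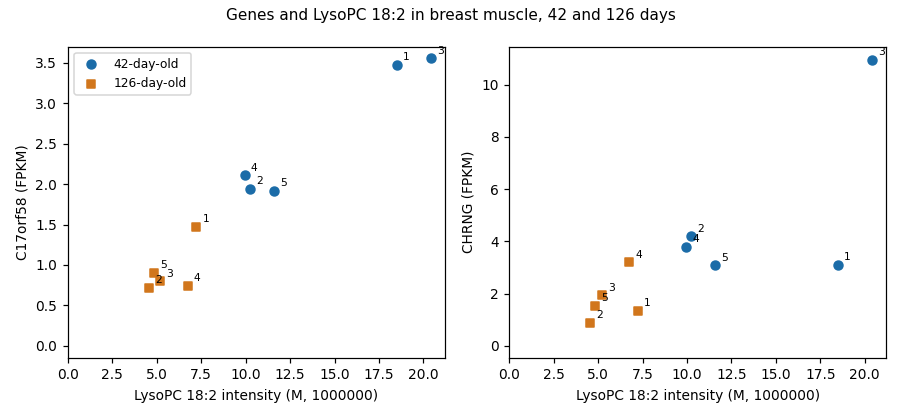
FPKM of C17orf58 (left) and CHRNG (right) against the intensity of LysoPC 18:2 in M (1000000), one point per bird with its replicate number, at 42 days (circles) and 126 days (squares). In the right panel the 42-day-old replicate 3, with a CHRNG FPKM of 10.95, lies above the other 9 birds.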

In the 42- and 126-day-old groups, the glycerophospholipid metabolism pathway was linked to LysoPC 18:2, which was also highly significantly positively correlated with *CHRNG*, *ENSGALG00010006533*, *HYDIN*, *CAMK2A*, and *ENSGALG00010012015*, *ENGALG00010022550*, and *C17orf58*. 

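CD3E encodes a chain of the T cell receptor complex and IL7R a cytokine receptor. At 126 days CD3E had an FPKM of 5.32 ± 2.79 (SD, n = 5) against 1.34 ± 0.547 (SD, n = 5) at 42 days, with a log2 fold change of 1.88 (standard error 0.36, adjusted p = 0.0209, limma) and no overlap between the ages. The adjusted p lay between 0.00917 and 0.116 over 8 alternatives (limma), the latter with all 3 ages in one fit, where CD3E was no DEG. That fit takes in the 180-day-old replicate 1, with a CD3E of 36.89 FPKM against at most 2.79 in the other birds of its age. IL7R rose by a log2 fold change of 1.88 (adjusted p = 0.0326, between 0.0134 and 0.0829 over the alternatives, limma) and was no DEG in 6 of the 10 fits that each left out one bird. TARP, RASSF5 and ENSGALG00010025331 were higher at 126 days with adjusted p = 0.0503, 0.0904 and 0.0892 (limma). Over the alternatives the adjusted p lay between 0.0135 and 0.122 for TARP, between 0.0201 and 0.321 for RASSF5 and between 0.0191 and 0.188 for ENSGALG00010025331 (limma). Quantile normalization made TARP and RASSF5 DEGs. LysoPC 20:4 had an intensity of 2.18 ± 0.414 M (SD, n = 5) at 42 days and 4.69 ± 1.64 M (SD, n = 5) at 126 days. With LysoPC 20:4, RASSF5 had r = 0.962 (permutation p = 2.0e-05, adjusted p = 0.00076) and rho = 0.939 (permutation p = 0.00016), with r = 0.921 without the 2 birds farthest from the median intensity and 0.940 within ages (exact permutation p = 0.00257, adjusted p = 0.0660). CD3E had r = 0.923 with LysoPC 20:4, and IL7R, TARP and ENSGALG00010025331 had r between 0.857 and 0.881. Without the 2 birds farthest from the median intensity, the 126-day-old replicates 1 and 5, r was 0.776 for CD3E, 0.682 for TARP, 0.623 for ENSGALG00010025331 and 0.578 for IL7R. Without the replicate 1 alone, these 4 genes had r between 0.674 and 0.835 (n = 9, exact permutation p between 0.00429 and 0.0467). LysoPC 22:4 had an intensity of 4.94 ± 1.32 M (SD, n = 5) at 42 days and 13.3 ± 14.7 M (SD, n = 5) at 126 days, where the replicate 1 had 39.6 M and the other 4 birds between 5.72 and 7.98 M. With LysoPC 22:4, TARP had r = 0.965 (permutation p = 0.00086, adjusted p = 0.00244) and rho = 0.782 (permutation p = 0.0102), and r was 0.692 without the 2 birds farthest from the median intensity. ENSGALG00010025331 had r = 0.938, and CD3E, RASSF5 and IL7R had r between 0.869 and 0.894. The height of these coefficients with LysoPC 22:4 rests on the 126-day-old replicate 1. Without it, r was 0.506 for CD3E (n = 9, exact permutation p = 0.168), 0.543 for IL7R, 0.574 for RASSF5, 0.749 for ENSGALG00010025331 and 0.760 for TARP. Over the 15 birds of all 3 ages, an alternative chosen after the data had been seen, r with LysoPC 22:4 lay between 0.0463 (RASSF5) and 0.546 (TARP). These birds include the 180-day-old replicate 1, with a RASSF5 of 12.66 FPKM against at most 0.58 in the other birds of its age. It also had the lowest LysoPC 22:4 of its age, 3.22 M. How far the low r rest on it was not tested.

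**Figure D2:**
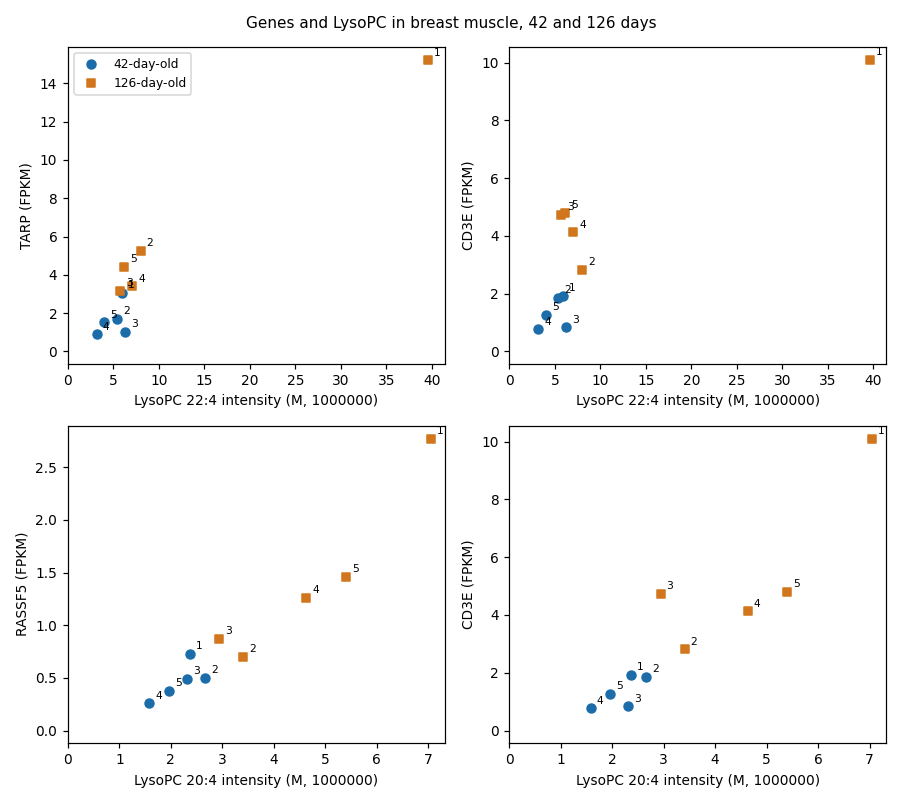
FPKM of TARP and CD3E against the intensity of LysoPC 22:4 in M (1000000) (top) and of RASSF5 and CD3E against that of LysoPC 20:4 (bottom), one point per bird with its replicate number, at 42 days (circles) and 126 days (squares). The 126-day-old replicate 1 lies apart from the other 9 birds in the LysoPC 22:4 panels.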

*CD3E*, *IL7R*, *RASSF5*, *ENSGALG00010025331*, and *TARP* all showed highly significant positive correlations with LysoPC 22:4 and LysoPC 20:4. 

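Table S3 gives one measured feature for PG 36:4 and PG (18:2/18:2), a phosphatidylglycerol. Its intensity was 14.0 ± 4.31 M (SD, n = 5) at 42 days and 8.54 ± 2.14 M (SD, n = 5) at 126 days. ENSGALG00010016390 had an FPKM of 3.01 ± 1.03 (SD, n = 5) at 42 days and 0.582 ± 0.494 (SD, n = 5) at 126 days, with a log2 fold change of -2.44 (standard error 0.47, adjusted p = 0.0218, limma). The adjusted p lay between 0.0109 and 0.119 over 8 alternatives (limma), the latter with only the highest entry of each gene name. The gene was no DEG in 3 of the 10 fits that each left out one bird. The gene and the phosphatidylglycerol had r = 0.796 (permutation p = 0.00507, adjusted p = 0.00642) and rho = 0.794 (permutation p = 0.00875). Without the 2 birds farthest from the median intensity r was 0.600, and within ages it was 0.579 (exact permutation p = 0.170). With only the highest entry of the gene name, an alternative chosen after the data had been seen, r was 0.271. Leaving out the 42-day-old replicate 2 alone gave r = 0.628 (n = 9, exact permutation p = 0.0748).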

There was a highly substantial positive correlation between ENSGALG00010016390 and PG 36:4 and PG (18:2/18:2) (Figure 7A). 

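In the comparison of 42 and 180 days, Table 3 lists another ion of LysoPC 18:2, with an intensity of 257 ± 91.6 M (SD, n = 5) at 42 days and 61.2 ± 27.3 M (SD, n = 5) at 180 days. The FPKM of HACD1, which encodes an enzyme of fatty acid elongation, was 62.9 ± 12.5 (SD, n = 5) at 42 days and 21.8 ± 5.10 (SD, n = 5) at 180 days. Its log2 fold change was -1.53 (standard error 0.20, adjusted p = 0.00266, between 0.00055 and 0.0169 over 8 alternatives, limma), with no overlap between the ages. GAMT, of creatine synthesis, fell by 1.65 on the log2 scale (adjusted p = 0.00191, between 0.00026 and 0.0102 over the alternatives, limma). HACD1 and LysoPC 18:2 had r = 0.885 (permutation p = 0.00089, adjusted p = 0.00244) and rho = 0.879 (permutation p = 0.00154), with r = 0.893 without the 2 birds farthest from the median intensity. GAMT had r = 0.811 (permutation p = 0.00462) and rho = 0.855. On the log2 scale, r was 0.950 for HACD1 and 0.925 for GAMT. ENSGALG00010009589 and ENSGALG00010009112 had r = 0.830 and 0.777. ENSGALG00010009112 had a log2 fold change of -3.09 (adjusted p = 0.0466, between 0.0224 and 0.160 over the alternatives, limma) that lost its call in 8 of the 10 fits that each left out one bird, and ENSGALG00010009589 had too low an FPKM to be tested at a mean of 0.5. HSPB7 rose from 32.1 ± 25.1 FPKM (SD, n = 5) at 42 days to 189 ± 54.3 FPKM (SD, n = 5) at 180 days, with a log2 fold change of 2.97 (adjusted p = 0.0107, between 0.0112 and 0.0329 over the alternatives, limma). HSPB7 and LysoPC 18:2 had r = -0.687 (permutation p = 0.0285, adjusted p = 0.0285) and rho = -0.648 (permutation p = 0.0476), and r = -0.733 without the 2 birds farthest from the median intensity. In 3 of the 10 fits that each left out one bird, its exact permutation p was 0.05 or more, up to 0.0751.

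**Figure D3:**
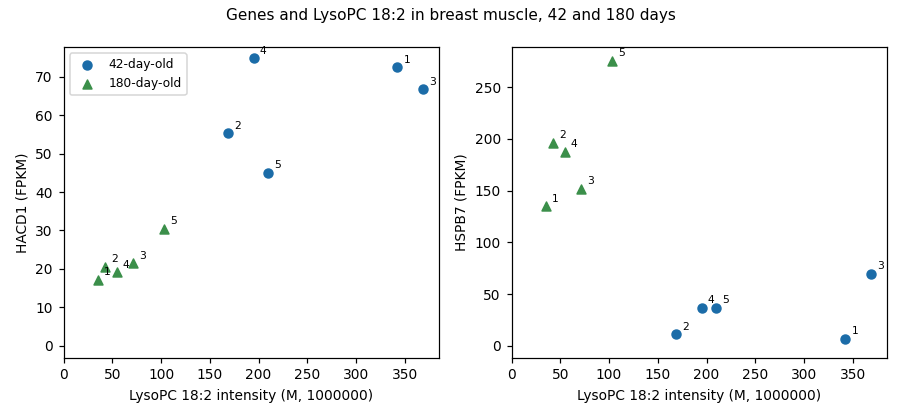
FPKM of HACD1 (left) and HSPB7 (right) against the intensity of LysoPC 18:2 in M (1000000), one point per bird with its replicate number, at 42 days (circles) and 180 days (triangles). HACD1 is higher and HSPB7 lower in the 42-day-old birds, which hold the higher intensities.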

In the 42- and 180-day-old groups, LysoPC 18:2, which is likewise abundant in the Glycerophospholipid metabolism pathway, had a significantly significant positive connection with *HACD1*, *GAMT*, *ENSGALG00010009112*, *ENSGALG00010009589*, and *HSPB7*. *GLRB* and *BLEC2* exhibited a significantly substantial positive connection with beta-L-carnosine in the alanine metabolism pathway. 

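L-Carnosine had an intensity of 5.55 ± 0.611 M (SD, n = 5) at 42 days and 14.9 ± 14.5 M (SD, n = 5) at 180 days, where the replicate 4 had 40.3 M and the other 4 birds between 5.48 and 13.2 M. GLRB and BLEC2 had an FPKM of 4.48 and 5.52 in that bird and of at most 0.26 and 1.51 in the other 4 birds of 180 days. Neither gene differed between 42 and 180 days (adjusted p = 0.585 for GLRB and 0.528 for BLEC2, and at least 0.447 over the alternatives, limma). GLRB and L-Carnosine had r = 0.975 (permutation p = 0.0244, adjusted p = 0.0251) but rho = 0.297 (permutation p = 0.407). BLEC2 had r = 0.952 (permutation p = 0.0176, adjusted p = 0.0186) and rho = 0.571 (permutation p = 0.0893). Without the 180-day-old replicate 4, r was 0.285 for GLRB (n = 9, exact permutation p = 0.502) and 0.231 for BLEC2 (n = 9, exact permutation p = 0.451). Without the 2 birds farthest from the median intensity, the 180-day-old replicates 1 and 4, r was -0.214 for GLRB and 0.876 for BLEC2. The coefficient of GLRB thus rests on the replicate 4. For BLEC2 the low r without the replicate 4 alone depends on the replicate 1 as well. Among the birds left without both, the 180-day-old replicate 5 stood apart, at 8.93 M and 1.51 FPKM. The others had at most 6.44 M and 0.57 FPKM. The r of 0.876 may thus rest on the replicate 5, which was not tested.

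**Figure D4:**
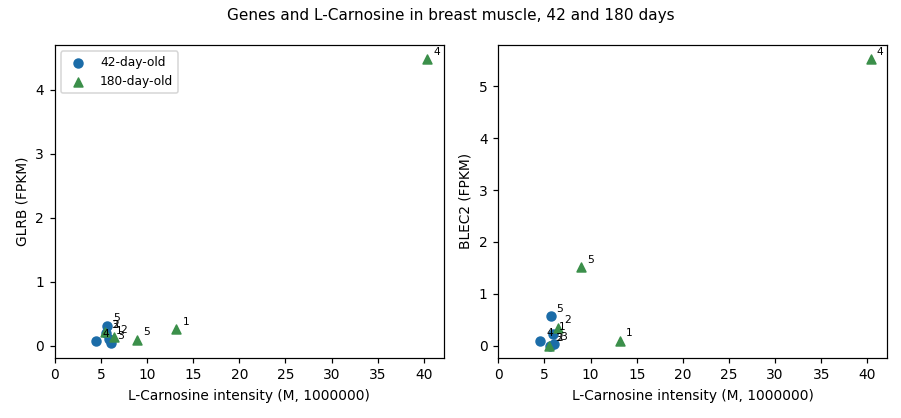
FPKM of GLRB (left) and BLEC2 (right) against the intensity of L-Carnosine in M (1000000), one point per bird with its replicate number, at 42 days (circles) and 180 days (triangles). The 180-day-old replicate 4, at 40.3 M, lies apart from the other 9 birds in both panels.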

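L-Anserine, a methylated relative of carnosine, had an intensity of 479 ± 86.4 M (SD, n = 5) at 42 days and 852 ± 363 M (SD, n = 5) at 180 days, with 1495 M in the 180-day-old replicate 3. ENSGALG00010007664 had r = 0.939 with it (permutation p = 0.00261, adjusted p = 0.00496) and rho = 0.816 (permutation p = 0.00718). ENSGALG00010006904 had r = 0.945 (permutation p = 0.00506, adjusted p = 0.00642) and rho = 0.811 (permutation p = 0.00589). Without the 180-day-old replicate 3, r was 0.624 and 0.568 (n = 9, exact permutation p = 0.0669 and 0.112). Without the 2 birds farthest from the median intensity, r was 0.591 and 0.537, so that the height of both coefficients rests on these birds. Both genes were near 0 at 42 days, with a mean FPKM of 0.028 and 0.014, and reached 0.326 ± 0.371 (SD, n = 5) and 0.996 ± 1.23 (SD, n = 5) at 180 days. ENSGALG00010006904 had an adjusted p of 0.0614 (between 0.0225 and 0.188 over 6 alternatives, limma), or 0.0119 without the 180-day-old replicate 1 (limma), and ENSGALG00010007664 was too low in FPKM to be tested.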

*ENSGALG00010007664* and *ENSGALG00010006904* had a significantly substantial positive connection with l-Anserine. An extremely substantial positive connection was seen between dihydroxyacetone phosphate and *HSPB7* (Figure 7B). 

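Dihydroxyacetone phosphate, an intermediate of glycolysis, had an intensity of 5.07 ± 1.60 M (SD, n = 5) at 42 days and 20.5 ± 15.2 M (SD, n = 5) at 180 days. With HSPB7 it had r = 0.800 (permutation p = 0.00393, adjusted p = 0.00597) and rho = 0.697 (permutation p = 0.0303). Within ages r was 0.701 (exact permutation p = 0.126). Leaving out the 180-day-old replicate 5, which had 44.4 M, gave r = 0.647 (n = 9, exact permutation p = 0.0537), and without the 2 birds farthest from the median intensity r was 0.505.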

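The intensity of NADH was 0.418 ± 0.151 M (SD, n = 5) at 126 days and 1.88 ± 1.00 M (SD, n = 5) at 180 days, where the replicate 5 had 3.64 M and the other 4 birds between 1.15 and 1.72 M. TGFB3 rose from 11.4 ± 5.06 FPKM (SD, n = 5) to 57.2 ± 30.7 FPKM (SD, n = 5), with a log2 fold change of 2.27 (standard error 0.33, adjusted p = 0.0122, between 0.00262 and 0.0537 over 8 alternatives, limma) and no overlap between the ages. KLHL30 rose by a log2 fold change of 1.53 (adjusted p = 0.0237, between 0.0123 and 0.0627 over the alternatives, limma) and was no DEG in 2 of the 10 fits that each left out one bird. With all 3 ages in one fit, neither was a DEG. CSRP3, PCSK1, ENSGALG00010014657, TAL2 and ENSGALG00010022328 had log2 fold changes between 1.37 and 2.47 and adjusted p between 0.0710 and 0.181 (limma). The adjusted p of CSRP3 ranged from 0.00894 to 0.217 over the alternatives (limma), and that of PCSK1 was 0.0455 without the 180-day-old replicate 1 (limma). HYDIN and SGSM1 were too low in FPKM to be tested. With NADH, HYDIN had r = 0.962 (permutation p = 0.00027, adjusted p = 0.00163) and rho = 0.921 (permutation p = 0.00027), with r = 0.853 without the 2 birds farthest from the median intensity. TGFB3 had r = 0.939 and KLHL30 r = 0.930, each with rho of at least 0.842. ENSGALG00010022328, ENSGALG00010014657, TAL2 and PCSK1 had r between 0.906 and 0.954, SGSM1 had r = 0.882 and CSRP3 had r = 0.781. Within ages, the exact permutation p was 0.0315 for SGSM1, 0.0481 for ENSGALG00010022328 and from 0.0592 to 0.298 for the other 7 genes. Without the 180-day-old replicate 5, r was 0.502 for SGSM1 (n = 9, exact permutation p = 0.167), 0.590 for PCSK1 (n = 9, exact permutation p = 0.0856), 0.697 for TAL2 and between 0.720 and 0.893 for the other 6 genes. With only the entry of the highest mean FPKM of SGSM1, an alternative chosen after the data had been seen, r changed sign to -0.183. Over the 15 birds of all 3 ages, another such alternative, r with NADH lay between 0.262 (TAL2) and 0.820 (ENSGALG00010022328), with 0.313 for TGFB3 and 0.384 for HYDIN. Among the birds of 42 days, the replicate 3 was far the highest in TGFB3 (207.01 FPKM against at most 51.19). It was also highest in TAL2 (4.47 FPKM against at most 1.3) and HYDIN (0.86 FPKM against at most 0.31). How far these 3 low r rest on that bird was not tested.

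**Figure D5:**
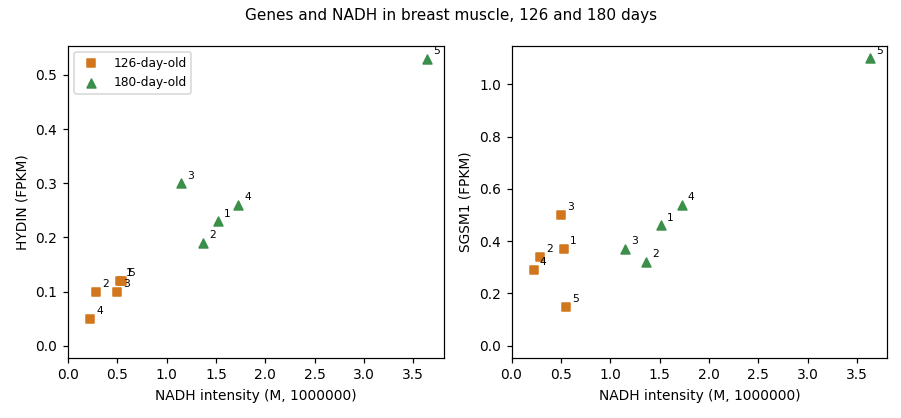
FPKM of HYDIN (left) and SGSM1 (right) against the intensity of NADH in M (1000000), one point per bird with its replicate number, at 126 days (squares) and 180 days (triangles). The 180-day-old replicate 5, at 3.64 M, has the highest value of both genes.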

In the 126- and 180-day-old groups, NADH enriched in the oxidative phosphorylation pathway was highly significantly positively correlated with *ENSGALG00010022328*, *TAL2*, *PCSK1*, *SGSM1*, *HYDIN*, *ENSGALG00010014657*, *KLHL30*, *TGFB3*, and *CSRP3*. HSPB7 and beta-nicotinic acid showed a favorable correlation (Figure 7B). association. A highly substantial positive connection was seen between beta-nicotinamide adenine dinucleotide and *PIK3C2B* (Figure 7C).

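The intensity of beta-nicotinamide adenine dinucleotide was 3.96 ± 1.66 M (SD, n = 5) at 126 days and 19.0 ± 4.60 M (SD, n = 5) at 180 days. PIK3C2B rose from 5.69 ± 1.84 FPKM (SD, n = 5) to 14.4 ± 2.77 FPKM (SD, n = 5), with a log2 fold change of 1.36 (standard error 0.24, adjusted p = 0.0277, between 0.0168 and 0.0630 over 8 alternatives, limma) that lost its call in 4 of the 10 fits that each left out one bird. The gene and the metabolite had r = 0.951 (permutation p = 0.00018, adjusted p = 0.00163) and rho = 0.879 (permutation p = 0.00148), with r = 0.942 without the 2 birds farthest from the median intensity. Every bird of 180 days was above every bird of 126 days in both measures, and within ages r was 0.716 (exact permutation p = 0.0751). Leaving out one bird at a time kept r between 0.939 and 0.961. Over the 15 birds of all 3 ages, an alternative chosen after the data had been seen, r was 0.250 (permutation p = 0.367).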

### 3.7. Identification of Meat Quality Traits Related Candidate Genes and Metabolites

We conducted Pearson correlation analyses of key DEMs and DEGs in the most significant pathways with meat quality traits characteristics in order to identify the most pertinent candidate genes for meat quality traits performance in Jingyuan chickens. MLC, pH_45min_, a*, and L* showed significant positive correlations with LysoPC 20:4, *CD3E*, *TARP*, *IL7R*, *ENSGALG00010025331*, and *RASSF5*, while PG 36:4 showed significant negative correlations with LysoPC 18:2, PG (18:2/18:2), C17orf58, *ENSGALG00010016390*, *ENSGALG00010012015*, *CAMK2A*, *CHRNG*, and *ENSGALG00010022550* (Figure 8A). 

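The trait values of single birds were not used here. If the statement above is on correlations with the traits, the r below do not test it. Among the genes named with PG 36:4, r over the 10 birds of 42 and 126 days was 0.796 for ENSGALG00010016390 (permutation p = 0.00507), 0.388 for C17orf58 (permutation p = 0.264), 0.247 for ENSGALG00010012015 (p = 0.490 by permutation), 0.533 for CAMK2A (permutation p = 0.114), 0.512 for CHRNG (permutation p = 0.124) and 0.107 for ENSGALG00010022550 (permutation p = 0.769). The adjusted p over these 6 relations, the first of which was included later than the others, was 0.0304 for ENSGALG00010016390 and lay between 0.248 and 0.769 for the others. Spearman's rho was 0.794 for ENSGALG00010016390 and lay between 0.127 and 0.697 for the others, with the latter for CAMK2A (permutation p = 0.0302). Within ages, r was -0.403 for C17orf58, -0.655 for ENSGALG00010012015 and -0.555 for ENSGALG00010022550 (exact permutation p = 0.444, 0.141 and 0.159), 0.187 and 0.189 for CAMK2A and CHRNG, and 0.579 for ENSGALG00010016390 (exact permutation p = 0.170). Without the 2 birds farthest from the median intensity of PG 36:4, r was 0.600 for ENSGALG00010016390 and between -0.111 and 0.478 for the others.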

MLC, pH_45min_, a*, and L* showed significant and positive correlations with L-Anserine, Dihydroxyacetone phosphate, *ENSGALG00010006904*, and *HSPB7* in the 42- and 180-day-old groups, while *ENSGALG00010009112*, GAMT, HACD1, and ENSGALG00010009589 showed significant negative correlations with LysoPC 18:2 (Figure 8B). 

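In the 10 birds of 42 and 180 days, the coefficients of GAMT, HACD1, ENSGALG00010009589 and ENSGALG00010009112 with LysoPC 18:2 were positive with each of the 10 birds left out in turn. These coefficients are with the metabolite and not with the traits. After centring within ages, r was 0.493 for HACD1, 0.383 for ENSGALG00010009112, 0.266 for ENSGALG00010009589 and 0.00070 for GAMT, with exact permutation p of 0.315, 0.499, 0.630 and 0.998. Over the 15 birds of all 3 ages, an alternative chosen after the data had been seen, r was 0.878 for HACD1 (permutation p = 4.0e-05) and 0.496 for ENSGALG00010009112 (permutation p = 0.0577).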

In the 126- and 180-day-old groups, there was a substantial and positive correlation between beta-Nicotinamide adenine dinucleotide and MLC, pH_45min_, a*, and L* (Figure 8C). Remarkably, neither of the two comparison groups showed a significant correlation between b* and important genes and metabolites.

## 4. Discussion

MLC controls the organoleptic properties of meat, including its flavor, tenderness, juiciness, and other characteristics, and is closely linked to meat quality traits [23]. Lipoprotein lipase facilitates the delivery of lipids to the breast muscle tissue, where they are digested to release fatty acids for oxidative energy or deposited to create MLC [24,25]. For example, the breast muscles of Korean groundhogs contain more crude fat as they age [26]. Similarly, our study found that the amount of MLC in the breast muscle of Jungyuan chickens increased as the chickens aged, specifically at 42, 126, and 180 days old. The color, tenderness, and water-holding capacity of chicken meat are all influenced by pH, a crucial quality traits metric that also serves as a key indicator of the freshness of meat products [27,28]. As animals reach more mature physiological stages, lactate production and accumulation may decrease, potentially due to shifts in muscle metabolism and changes in enzyme activity [29]. In chickens, some enzymes associated with glycolysis, such as lactate dehydrogenase, may change as they age, leading to decreased lactate production, which results in a higher pH [30,31]. At 126 days, Jingyuan chickens are at a critical period of sexual maturity, when their metabolism and enzyme activities are high. During this stage, lactate accumulation and acid release are low, which may result in a relatively high pH [32]. The color of chicken meat is determined by the pigments in the muscle, primarily myoglobin and fat [33]. As chickens age, physiological processes such as muscle growth, maturation, and fat deposition influence muscle color [34]. In our study, at 126 days, the myoglobin content in the muscle was higher, contributing to a reddish coloration of the meat and higher a* values. When the muscle became more oxidized, it resulted in a lighter color and higher L* values. As chickens reached 180 days of age, fat accumulation increased, and yellow fat deposits may have resulted in higher b* values.

Most significantly, the DEMs found in the 42- and 126-day-old comparison group were concentrated in pathways that upregulated longevity and glycerophospholipid metabolism. The two most significant metabolic pathways identified in the 42- and 180-day-old comparison group were enriched glycerophospholipid metabolism and beta-alanine metabolism. When comparing 126- and 180-day-old chickens, the two most significant pathways were those that upregulated the longevity-regulating pathway and oxidative phosphorylation. Glycerophospholipids, the most prevalent phospholipids in mammals, are composed of various substituent groups and phosphatidic acid [34,35]. Glycerophospholipid metabolism is likely crucial for intramuscular lipid synthesis, as it is associated with the conversion of fatty acids through phosphatidic acid synthesis [36]. Oxidative phosphorylation is an essential pathway for cellular energy metabolism, enabling mitochondria to produce ATP through redox reactions [37]. Within mitochondria, fatty acids undergo oxidation, generating reduced forms of nicotinamide adenine dinucleotide (NAD) and flavin adenine dinucleotide (FAD). These compounds are then involved in the longevity-regulating pathway, which generates a significant amount of ATP. Under normal conditions, when glucose is available, it is the primary substrate used to produce ATP in poultry breast muscles, fueling the oxidative phosphorylation/electron transport chain pathway. The resulting pyruvate from glucose metabolism is translocated into the mitochondria to support this process. Oxidative phosphorylation and the longevity-regulating pathway together provide the energy required for organismal activity, particularly in slow-growing strains, where breast muscle fibers are predominantly composed of Type I muscle fibers [38]. L-carnosine, produced via beta-alanine metabolism, contributes to the oxidation of β-oxidants to generate ATP, which increases energy production and is directly associated with the oxidation and consumption of fat [39]. In summary, these metabolic pathways play a significant role in the body’s energy supply and lipid metabolism, and their interactions may have a direct or indirect impact on MLC deposition.

In cluster 1, the abundance of 10 DEMs (6 fatty acyls) significantly declined with increasing age, whereas in cluster 6, the abundance of 29 DEMs (8 fatty acyls) tended to increase with age, according to our Mfuzz cluster analysis of the trends of DEMs in the breast muscles of the three age groups. Levels of oxidative stress are typically elevated in sedentary hens as they age. Oxidative stress affects cellular and metabolic pathways, potentially resulting in the slowing down or alteration of some metabolic pathways, which may lead to lower concentrations of relevant metabolites [40]. For example, the synthesis and secretion of bile acids (such as Taurodeoxycholic acid) may decrease with declining liver function, leading to a reduction in the abundance of related metabolites [41]. Additionally, the muscle and tissue utilization efficiency of amino acid metabolites (such as Prolyl-Valine and Threonine) decreases, and the rate of synthesis and metabolism slows down [42]. As age increases, alterations in fatty acid synthesis and metabolic pathways occur, resulting in a decrease in the abundance of fatty acid metabolites (such as 5,8,11-Eicosatrienoic acid, 8Z,11Z-Eicosadienoic acid, etc.) in the body [43]. L-Propionylcarnitine and Methylglutaric acid, intermediates associated with energy metabolism—especially fatty acid oxidation—also show decreased abundance as metabolic efficiency declines [44]. Consequently, the abundance of some metabolites may decrease. Eight fatty acyls were clustered in cluster 6, including seven carnitines and one butyric acid. Carnitine, as an intermediate metabolite of organic acids and fatty acids, serves as a carrier for the transport of long-chain fatty acids, facilitating their entry into the mitochondrial matrix for fatty acid β-oxidation metabolism [45,46]. Carnitine not only accelerates fatty acid metabolism during β-oxidation but also provides energy for the normal physiological activities of the organism [47,48]. In this study, we also found that most of the DEMs clustered in cluster 6, and the metabolic pathways they were enriched in were related to fatty acid metabolism, energy production, and fat storage. These processes exhibited varying degrees of activity during the growth stages of Jingyuan chickens. At 42 and 126 days old, chickens primarily rely on protein synthesis and growth for energy expenditure. However, with age, there is an increasing focus on energy storage and regulation of lipid metabolism, which may lead to an increase in the abundance of certain metabolites.

Studies integrating metabolomics and transcriptomics have focused on revealing how multiple genes and signaling pathways regulate and improve muscle meat quality traits [49]. Our results showed that LysoPC 20:4, LysoPC 18:2, PG 36:4, and PG (18:2/18:2) were associated with *CD3E, TARP, IL7R, ENSGALG00010025331, RASSF5,* and *C17orf58* at 42 and 126 days old. Additionally, *ENSGALG00010016390*, *ENSGALG00010012015, CAMK2A*, *CHRNG*, and *ENSGALG00010022550* were significantly correlated with and enriched in the glycerophospholipid metabolism pathway. LysoPCs can influence phospholipid metabolism [50,51]. Choline stimulates the expression of genes responsible for lipid transport, translocation, hydrolysis, and the biosynthesis of long-chain fatty acids in muscle, thereby promoting MLC deposition [52]. In this study, LysoPC 20:4, LysoPC 18:2, PG 36:4, and PG (18:2/18:2) were involved in fatty acid metabolism in vivo through the glycerophospholipid metabolism pathway, thereby affecting MLC deposition. LysoPC 18:2, which is also enriched in the glycerophospholipid metabolism pathway, was highly significantly positively correlated with *ENSGALG00010009589*, *HACD1*, *GAMT*, *HSPB7*, and *ENSGALG00010009112* in 42- and 180-day-old chickens. In the beta-alanine metabolism pathway, L-anserine showed a highly significant positive correlation with *ENSGALG00010007664* and *ENSGALG00010006904*. Dihydroxyacetone phosphate was significantly positively correlated with *HSPB7* and involved in lipid metabolism via beta-alanine metabolism, where triglyceride catabolism in adipocytes produces glycerol and free fatty acids during lipolysis [53,54]. All these results are consistent with the findings of the present study. In the beta-alanine metabolism pathway, L-carnosine was highly significantly positively correlated with *GLRB* and *BLEC2*. Previous studies have shown that dietary addition of L-carnosine promotes lipolysis, which affects fat deposition [44,45]. Additionally, oxidative phosphorylation is the most important pathway at 126- and 180-day-old, with the key metabolite beta-nicotinamide adenine dinucleotide being significantly associated with meat quality traits indicators. Overall, these enriched metabolites are involved in energy supply and lipid metabolism in the organism through various metabolic pathways, which further influence MLC deposition and utilization.

## 5. Conclusions

The dynamics of important genes and metabolites influencing meat performance in Jingyuan chickens at various stages of growth and development were examined in this study using HPLC-HRMS. In contrast with 180-day-old hens, which had higher MLC and b* values, 126-day-old hens exhibited higher pH_45min_·, a*, and L* values. A trend analysis of metabolites in 42-, 126- and 180-day-old chickens showed that as age increased, 10 DEMs decreased, while 29 DEMs increased. The most significant pathway at 42 and 126 days old, according to combined transcriptome analysis, was glycerophospholipid metabolism. This pathway contained important metabolites (LysoPC 20:4, LysoPC 18:2, PG 36:4, PG (18:2/18:2)) and genes that affect meat quality traits (*CD3E*, *TARP*, *IL7R*, *ENSGALG00010025331*, *RASSF5*, *C17orf58*, *ENSGALG00010016390*, *ENSGALG00010012015*, *CAMK2A*, *CHRNG*, *ENSGALG00010022550*). Key genes (*ENSGALG00010006904*, *HSPB7*, *ENSGALG00010009112*, *GAMT*, *HACD1*, *ENSGALG00010009589*) and key metabolites (L-Anserine, Dihydroxyacetone phosphate, and LysoPC 18:2) were significantly correlated with meat quality traits indices. Glycerophospholipid metabolism and beta-alanine metabolism were the most significant pathways at 42 and 180 days old. In contrast, oxidative phosphorylation was the most prominent pathway at 126 and 180 days old, with meat quality traits indices being substantially correlated with the main metabolite, beta-nicotinamide adenine dinucleotide. This study clarifies the dynamics of MLC in Jingyuan chicken breast muscle at various developmental phases, and its findings will offer guidance on enhancing the flavor of chicken meat.

## Figures and Tables

**Figure 1:**
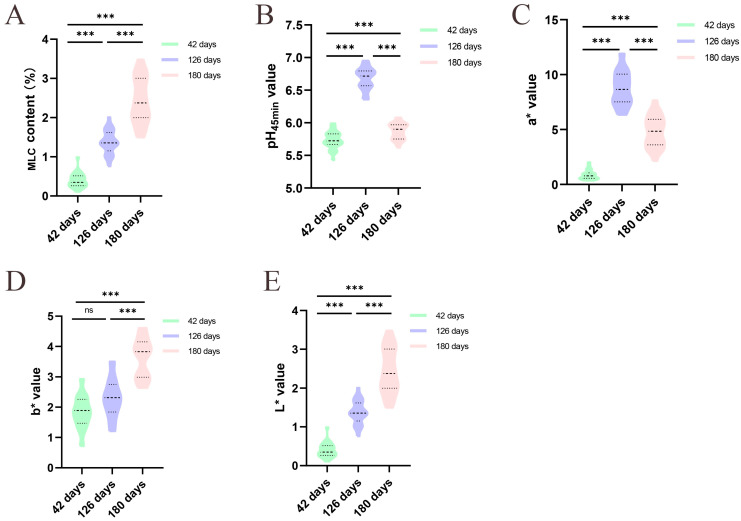
Meat quality traits performance of Jingyuan hens at different developmental stages, *n* = 30. (**A**) MLC; (**B**) pH_45min_ value; (**C**) meat color a* value; (**D**) meat color b* value; (**E**) meat color L* value. (ns and *** stand for *p* > 0.05 and *p* < 0.001, respectively).

**Figure 2:**
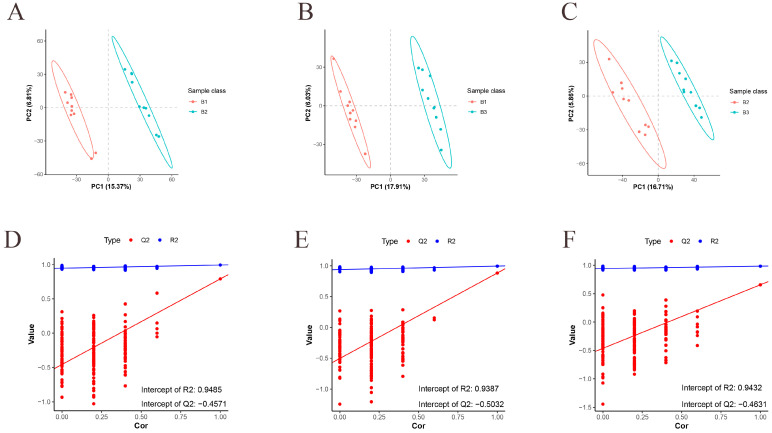
OPLS-DA analysis of metabolic groups. (**A**–**C**) OPLS-DA analysis for 42- and 126-day-old, 42- and 180-day-old, and 126- and 180-day-old chickens. (**D**–**F**) Replacement tests for 42- and 126-day-old, 42- and 180-day-old, and 126- and 180-day-old chickens. *n* = 10.

**Figure 3:**
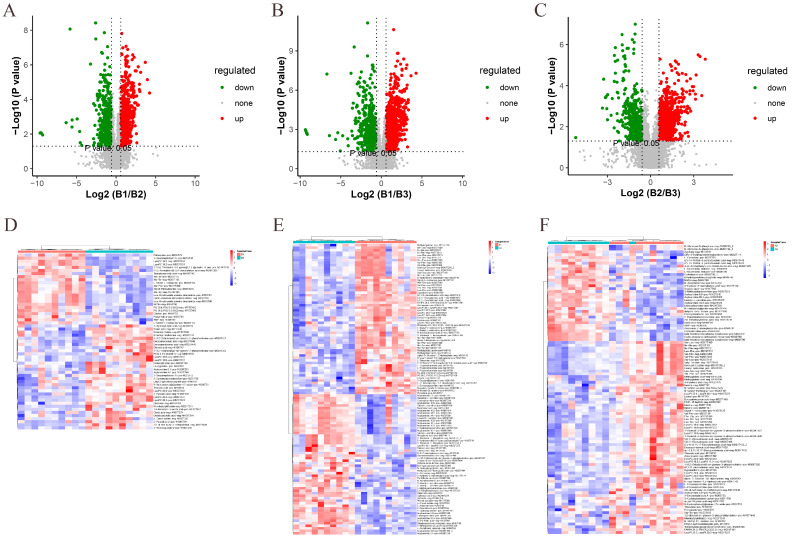
Screening and identification of DEMs between different age groups. (**A**) Volcano plots for 42- and 126-day-old, (**B**) 42- and 180-day-old, and (**C**) 126- and 180-day-old chickens. Each dot represents a DEM. Red dots represent significantly upregulated metabolites and green dots represent significantly downregulated metabolites. Gray dots represent metabolites that were not significantly different. Dot sizes indicate VIP values. (**D**) Hierarchical clustered heatmaps were generated for DEMs identified at 42 and 126 days, (**E**) 42 and 180 days, and (**F**) 126 and 180 days. Red color represents a positive correlation and blue color represents a negative correlation.

**Figure 4:**
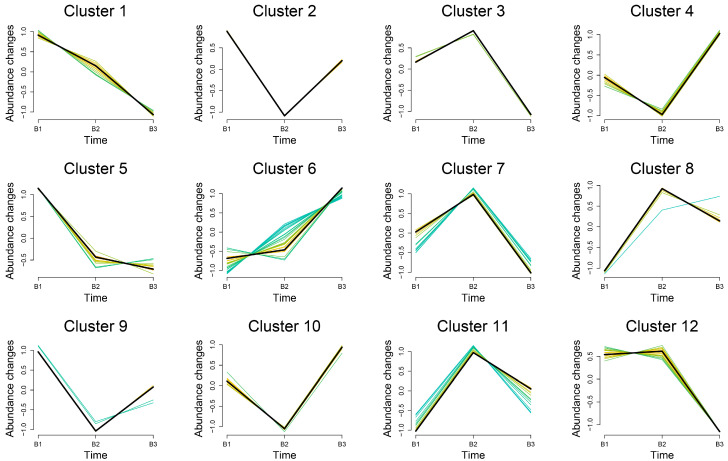
Trend analysis of differential metabolite expression in breast muscle in 3 age groups. A cluster may contain multiple functionally related genes, and these color lines represent these genes in different expression profiles, demonstrating their respective trajectories of expression changes.

**Figure 5:**
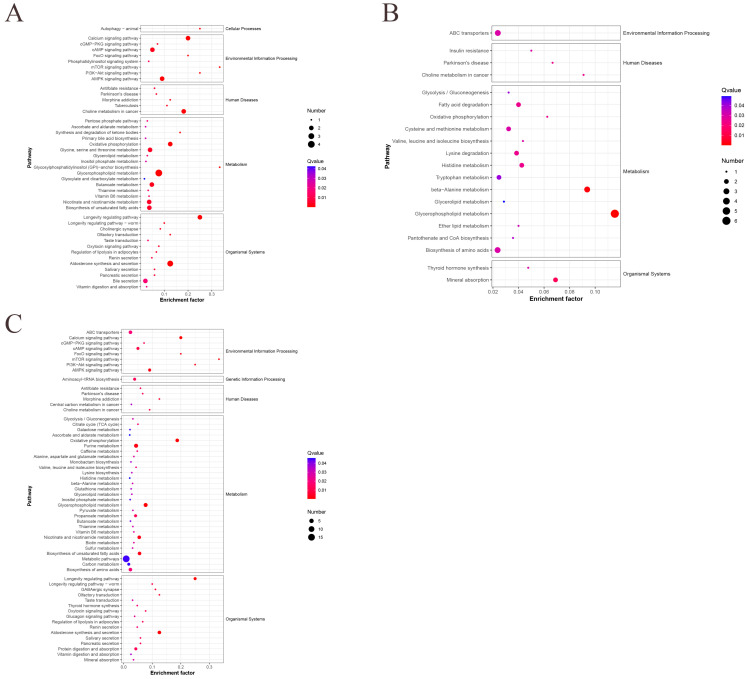
KEGG pathways significantly enriched in DEMs between different age groups. (**A**) KEGG pathways at 42 and 126 days old, (**B**) 42 and 180 days old, and (**C**) 126 and 180 days old.

**Figure 6:**
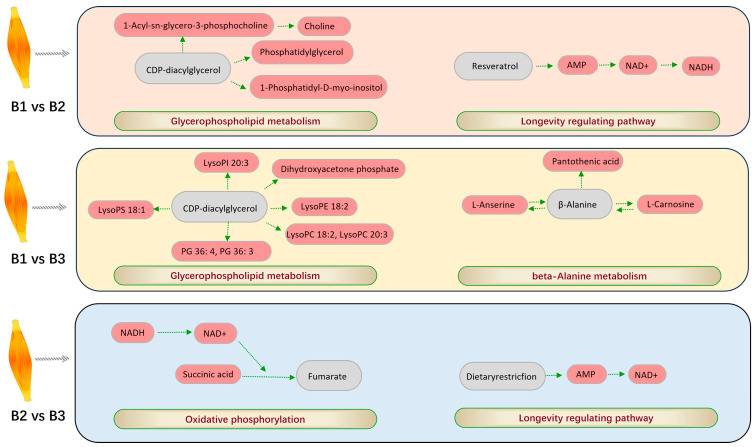
The most important pathways and enriched DEMs between different age groups.

**Figure 7:**
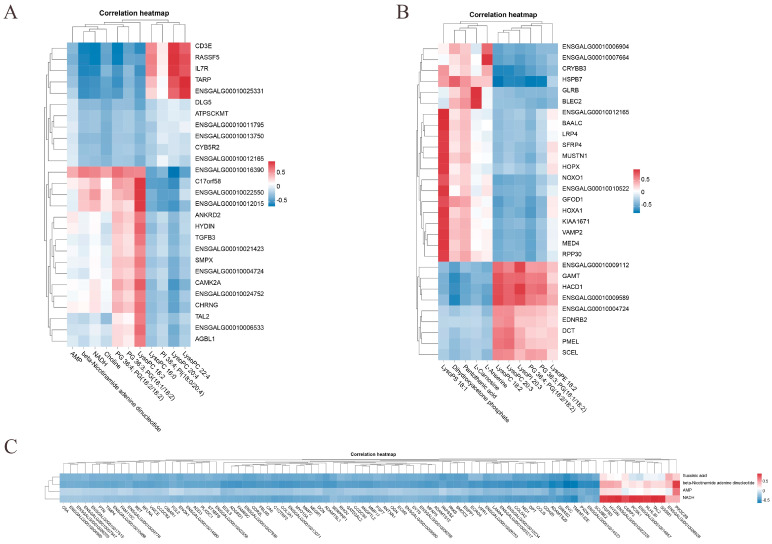
Integration analysis of DEMs and DEGs in the most important pathways between different age groups. (**A**) Heatmap of correlation between 42- and 126-day-old, (**B**) 42- and 180-day-old, and (**C**) 126- and 180-day-old chickens.

**Figure 8:**
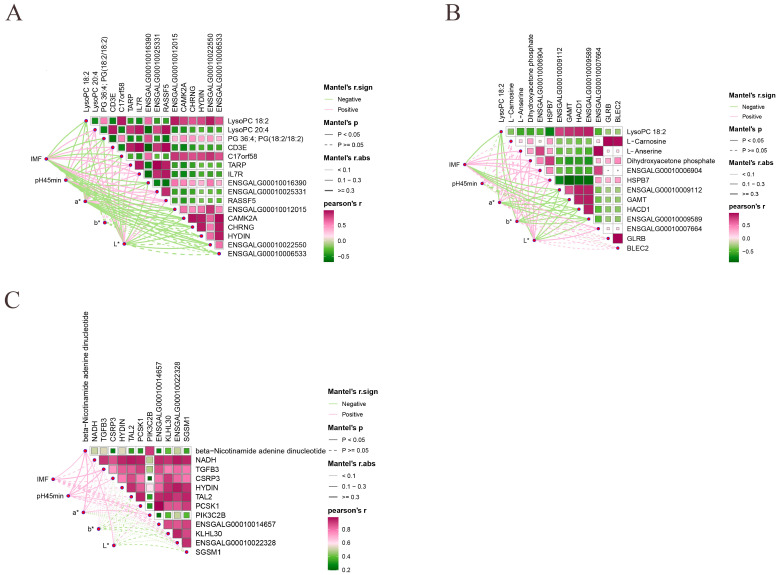
Pearson correlation analysis of key metabolites and genes with meat quality traits phenotypes. (**A**) 42- and 126-day-old, (**B**) 42- and 180-day-old, and (**C**) 126- and 180-day-old.

**Table 1:** Differential metabolites enriched into cluster 6.

Metabolites	Class	FC	VIP	*p* Value
Acylcarnitine 9:0	Fatty acyls	0.16	3.48	0.01
Caffeoylcholine		0.23	3.19	0.01
Acylcarnitine 20:4	Fatty acyls	0.22	2.66	0.01
Dihydroxyacetone phosphate	Organooxygen compounds	0.24	2.76	0.01
2,6-Dihydroxybenzoic acid	Benzene and substituted derivatives	0.35	2.47	0.01
2-Piperidinone	Piperidines	0.44	2.24	0.01
Gallic acid	Benzene and substituted derivatives	0.24	2.67	0.01
L-Glutathione, reduced	Carboxylic acids and derivatives	0.55	1.76	0.01
Linoleoylcarnitine	Fatty acyls	0.27	2.46	0.01
Acylcarnitine 18:3	Fatty acyls	0.20	2.84	0.01
N-Undecanoylglycine	Carboxylic acids and derivatives	0.48	1.61	0.01
4-Hydroxyquinoline	Quinolines and derivatives	0.18	2.85	0.01
3-Methylglutarylcarnitine	Fatty acyls	0.34	2.13	0.01
Adenosine 5′-monophosphate	Purine nucleotides	0.54	1.76	0.01
D-Mannose-6-phosphate	Organooxygen compounds	0.30	2.08	0.01
Lauroyl-L-carnitine	Fatty acyls	0.38	2.19	0.01
D-Mannose-6-phosphate	Organooxygen compounds	0.39	1.85	0.01
(2R)-3-Hydroxyisovaleroylcarnitine	Fatty acyls	0.62	1.66	0.01
(Z)-14-Methyl-6-pentadecenoic acid	Purine nucleosides	0.55	1.42	0.01
Clofentezine		0.63	1.70	0.01
N-Acetylhistamine	Carboxylic acids and derivatives	0.45	1.50	0.01
Eremopetasinorol	Alcohols and polyols	0.56	1.39	0.01
L-Carnosine	Peptidomimetics	0.58	1.77	0.01
2-Hydroxy-2-methylbutyric acid	Fatty acyls	0.52	1.53	0.01
2-Fluoromethamphetamine		0.39	1.96	0.01
Dehydro-beta-Ionone	Prenol lipids	0.62	1.12	0.01
Xanthine	Carboxylic acids and derivatives	0.61	1.56	0.01
D-2-Phosphoglyceric acid		0.14	2.05	0.01
Succinic acid	Prenol lipids	0.41	1.69	0.01

**Table 2:** Differential metabolites enriched into cluster 1.

Metabolites	Class	FC	VIP	*p* Value
Taurodeoxycholic acid	Carboxylic acids and derivatives	2.27	1.59	0.03
Choline	Fatty acyls	1.75	1.51	0.01
1,2,5,6-Tetrahydro-4H-pyrrolo [3,2,1-ij] quinolin-4-one	Fatty acyls	2.18	1.78	0.01
Prolyl-Valine	Purine nucleotides	1.63	1.62	0.01
Methylglutaric acid	Fatty acyls	2.24	2.06	0.01
5,8,11-Eicosatrienoic acid	Fatty acyls	2.12	2.23	0.01
8Z,11Z-eicosadienoic acid	Fatty acyls	2.04	2.07	0.01
Threonine	Carboxylic acids and derivatives	2.08	2.03	0.01
L-Propionylcarnitine	Fatty acyls	3.72	2.20	0.01
LysoPC 20:3	Glycerophospholipids	2.50	2.44	0.01

**Table 3:** Differential metabolites enriched by the most important pathways in the three age groups.

Groups	Kegg Pathway	Metabolites	FC	*p* Value	VIP	Regulate
42 and 126 days old	Glycerophospholipid metabolism (map00564)	LysoPC 16:0	0.57	0.02	1.34	down
		LysoPC 18:2	2.32	0.00	2.33	up
		LysoPC 20:4	0.49	0.00	2.29	down
		PG 36:4; PG(18:2/18:2)	1.86	0.00	2.08	up
		PG 36:3; PG(18:1/18:2)	1.61	0.00	1.73	up
		PI 38:4; PI(18:0/20:4)	0.56	0.04	1.12	down
		Choline	1.75	0.01	1.51	up
		LysoPC 22:4	0.47	0.01	1.73	down
	Longevity-regulating pathway (map04211)	AMP	1.78	0.04	1.44	up
		beta-Nicotinamide adenine dinucleotide	4.57	0.00	3.20	up
		NADH	4.39	0.00	3.09	up
42 and 180 days old	Glycerophospholipid metabolism (map00564)	Dihydroxyacetone phosphate	0.24	0.00	2.76	down
		LysoPS 18:1	0.41	0.02	1.40	down
		LysoPI 20:3	3.00	0.00	2.58	up
		PG 36:4; PG(18:2/18:2)	1.87	0.00	1.83	up
		PG 36:3; PG(18:1/18:2)	1.67	0.00	1.62	up
		LysoPE 18:2	1.57	0.02	1.66	up
		LysoPC 18:2	3.34	0.00	2.93	up
		LysoPC 20:3	2.50	0.00	2.44	up
	beta-Alanine metabolism (map00410)	L-Carnosine	0.53	0.03	1.24	down
		Pantothenic acid	0.64	0.02	1.12	down
		L-Anserine	0.63	0.00	1.35	down
126 and 180 days old	Oxidative phosphorylation (map00190)	Succinic acid	0.41	0.04	1.69	down
		beta-Nicotinamide adenine dinucleotide	0.29	0.00	2.62	down
		NADH	0.18	0.00	3.36	down
	Longevity-regulating pathway (map04212)	AMP	0.44	0.00	2.09	down
		beta-Nicotinamide adenine dinucleotide	0.29	0.00	2.62	down

**Table 4:** Differential metabolite most significantly associated with differential metabolites in different age groups.

Metabolite	Groups	Regulate	Kegg Pathway	Genes
LysoPC 18:2	42 and 126 days old	up	Glycerophospholipid metabolism	*CHRNG, ENSGALG00010006533, HYDIN, CAMK2A, ENSGALG00010012015, ENSGALG00010022550, C17orf58*
PG 36:4; PG(18:2/18:2)		up		*ENSGALG00010016390*
LysoPC 22:4				*CD3E, IL7R, RASSF5, ENSGALG00010025331, TARP*
LysoPC 20:4		down		*ENSGALG00010025331, TARP, IL7R, CD3E, RASSF5*
LysoPC 18:2	42 and 180 days old	up	Glycerophospholipid metabolism	*ENSGALG00010009589, HACD1, GAMT, HSPB7, ENSGALG00010009112*
L-Carnosine		down	beta-Alanine metabolism	*GLRB, BLEC2*
L-Anserine		down		*ENSGALG00010007664, ENSGALG00010006904*
Dihydroxyacetone phosphate		down		*HSPB7*
NADH	126 and 180 days old	down	Oxidative phosphorylation	*ENSGALG00010022328, TAL2, PCSK1, SGSM1, HYDIN, ENSGALG00010014657, KLHL30, TGFB3, CSRP3*
beta-Nicotinamide adenine dinucleotide		down		*PIK3C2B*

## Data Availability

The raw data collected have been archived in NCBI under accession numbers PRJNA898123 and GSE294245.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ani15131938/s1, Figure S1: Metabolomic quality control. (A) Total ion current map TIC in positive ion mode; (B) total ion current map TIC in negative ion mode; (C) calculation of inter-sample correlation using ion peak intensities; Figure S2: PCA of the three comparison groups. (A) 42- and 126-day-old, (B) 42- and 180-day-old, and (C) 126- and 180-day-old chickens; Table S1: Sample number information; Table S2: Metabolome data for normalized clean metabolite tables; Table S3: Identification of differential metabolites in the breast muscle of 42- and 126-day-old (B1 vs. B2 groups) Jingyuan chicken hens; Table S4: Identification of differential metabolites in the breast muscle of 42- and 180-day-old (B1 vs. B3 groups) Jingyuan chicken hens; Table S5: Identification of differential metabolites in the breast muscle of 126- and 180-day-old (B2 vs. B3 groups) Jingyuan chicken hens; Table S6: KEGG pathways significantly enriched for differential metabolites in three age groups.

## Abbreviations

The following abbreviations are used in this manuscript:

MLC	Muscle lipid content.
DEMs	Directory of open access journals.
DEGs	Three-letter acronym.
OPLS-DA	Linear dichroism.
PCA	Principal component analysis.
HMDB	Human Metabolome Database.
FC	Fold change.
dT	Dynabeads Oligo.
QC	Quality traits control

# Supplementary material for: Metabolomics and Transcriptomics Reveal Age-Dependent Development of Meat Quality Traits in Jingyuan Chicken
**Source:** Animals (Basel). 2025 Jul 1;15(13):1938. doi: 10.3390/ani15131938
**Supplement:** Supplementary file 1

**Table S2. Metabolome data for normalized clean metabolite tables.**

| **Mode** | **All** | **MS2** | **HMDB** | **KEGG** | **Annotated** |
| --- | --- | --- | --- | --- | --- |
| negative | 5319 | 306 | 2284 | 2082 | 2772 |
| positive | 7764 | 335 | 4564 | 3688 | 5215 |

**Note:** Mode: the mode in which the mass spectrometer detects a substance, mainly pos (positive ion mode) and neg (negative ion mode). All: the number of substances extracted by the XCMS software. Annotated: the number of substances that are finally annotated by the mass spectrometry data of the first and second levels. MS2: Number of secondary identifications, which refers to the number of substances that can be matched to both the primary m/z of a database substance and the fragment ion (secondary) m/z of a database substance.

# Supplementary material for: Metabolomics and Transcriptomics Reveal Age-Dependent Development of Meat Quality Traits in Jingyuan Chicken
**Source:** Animals (Basel). 2025 Jul 1;15(13):1938. doi: 10.3390/ani15131938
**Supplement:** Supplementary file 1

**Table S2. Metabolome data for normalized clean metabolite tables.**

| Mode     | All  | MS2 | HMDB | KEGG | Annotated |
|----------|------|-----|------|------|-----------|
| negative | 5319 | 306 | 2284 | 2082 | 2772      |
| positive | 7764 | 335 | 4564 | 3688 | 5215      |

**Note:** Mode: the mode in which the mass spectrometer detects a substance, mainly pos (positive ion mode) and neg (negative ion mode). All: the number of substances extracted by the XCMS software. Annotated: the number of substances that are finally annotated by the mass spectrometry data of the first and second levels. MS2: Number of secondary identifications, which refers to the number of substances that can be matched to both the primary m/z of a database substance and the fragment ion (secondary) m/z of a database substance.

How the deposited data were processed for this re-analysis (not part of the article)

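Breast muscle of Jingyuan chickens slaughtered at 42, 126 and 180 days of age was measured by RNA sequencing and untargeted metabolomics. The paper states 10 hens per age for both, while the FPKM at hand cover 15 birds, 5 per age, and the metabolite tables 10 birds per age. How many birds entered the paper's coefficients is not stated. The FPKM values were made by the authors, who trimmed the paired-end reads with Cutadapt 1.9, checked them with FastQC 0.11.9 and mapped them with HISAT2 2.2.1 to the chicken reference genome. The genome build and the program that computed FPKM are not named in the paper's text. FPKM are given with 2 decimals and were not scaled to a common sum, and they hold no read counts, so that the depth per sample and the counting error are unknown. The metabolite values are intensities in 2 ion modes that the authors list in Tables S3 to S5. Table S4 was used with 1699 features, fewer than the paper counts.

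Several entries often share a gene name, and their FPKM were summed by gene name. This choice, and the matching of older names of the oxidative phosphorylation genes through a list of chicken gene symbols, was made after the values had been seen. The samples correlated with each other with r between 0.806 and 0.964 on the log2 scale. For each pair of ages, limma 3.58.1 in R 4.3.3 was fitted with a trend to log2(FPKM + 0.1) of the 10 birds, over genes with a mean of at least 0.5 FPKM. A DEG had an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1, the later age over the earlier. The authors had used DESeq2, which needs counts.

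Sets of genes were tested with limma's camera at a preset correlation of 0.01, with fry beside it, and adjusted over 6 set comparisons. The lists were glycerophospholipid metabolism (65 of 85 listed genes found), oxidative phosphorylation (58 of 79), T cell (21 of 24), melanocyte (14 of 14) and adipogenesis genes (9 of 9). CD3E, IL7R, TARP and RASSF5, which Table 4 holds, and PMEL, DCT and EDNRB2, which Fig. 7B holds, were left out of the set tests. B cell (6 of 8), myeloid (11 of 11), erythrocyte (5 of 10), slow fibre (9 of 10) and fast fibre genes (7 of 14) were used to look for other tissue in single samples.

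For the relations of Table 4, Pearson's r, Spearman's rho, permutation tests with 100000 permutations and exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. All tests were two-sided. The metabolite feature was the one whose ratio and VIP match Table 3. The smallest p that the permutations can give is 1e-05, and the smallest exact p for 5 birds against 5 is 0.00794. Transcriptome and metabolome birds were matched by sample name. Labels give no batch or date, so that no batch could be examined.

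The genes named are those of Table 4 and of the paper's sections on correlation, MB, LDHA, LDHB and LPL, the carnosine genes CARNS1, CARNMT1, CNDP1 and CNDP2, members of the lists, and for each comparison the 3 DEGs with the largest rise and the 3 with the largest fall among those with a gene symbol and no overlap between the ages. This rule, the tests, the lists and the alternatives were set before the data were examined, apart from the choices stated as made later. The alternatives were a pseudocount of 1, no filter on FPKM or a mean of at least 1, FPKM rescaled to a sum of 1000000, quantile normalization, all 3 ages in one fit, the replicate number as a block, and each bird left out in turn. For the correlations they were the log2 scale, Spearman's rho, the other ion mode, rescaled FPKM and each bird left out in turn. Only the entry with the highest mean FPKM of each gene name, and all 15 birds in one correlation, were added after the data had been seen.

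The procedures were tested on simulated data. With 200 genes changed by 2 on the log2 scale, up or down, in normally distributed values simulated from each gene's mean and spread, limma recovered 83.5%, 79% and 78% of them in the comparisons of 126 with 42, 180 with 42 and 180 with 126 days, with 7, 6 and 7 other genes called. Of 200 simulated unrelated pairs, 4.5% had a permutation p under 0.05, against 98.5% of 200 pairs simulated with an r of 0.9. The unrelated pairs had a mean r of 0.016 and thus shared no change with age. The 4.5% therefore does not hold for a gene and a metabolite that both change with age, which correlate across 2 ages for that reason alone. How single birds that stand far apart affect this share was not tested. Trait values of single birds were not used here.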

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

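Of the tests given here, those of lymphocytes and of blood in the 126-day-old replicate 1, of lymphocytes in the 180-day-old replicate 1, and of a different scale of all FPKM values were chosen only after the result was seen. In each group of 5 birds of one age, the gap between the highest or lowest bird and its neighbour was set against the whole range (Dixon's ratio, critical value 0.71). The 133 groups cover the genes of Table 4 and those of the largest rise or fall, the metabolites of Table 4 and summaries of each sample. Of these groups 32 passed it, where chance gives 6.65. Other named genes were not among them. LDHB also stood far apart in the 126-day-old replicate 1 (34.44 FPKM against at most 13.93) and the 180-day-old replicate 1 (34.47 FPKM against at most 6.5). CNDP2 did so in the 42-day-old replicate 5 (34.51 FPKM against at most 21.5). The 126-day-old replicate 1 accounts for 10 of the 32, the 180-day-old replicate 5 for 5, and the 180-day-old replicates 3 and 4 for 3 each.

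The 180-day-old replicate 1 had 11013 genes with at least 1 FPKM, where the other 4 birds had between 9213 and 9562. Its median r with the other birds of its age was 0.848, where the others had between 0.951 and 0.956. Marker lists were compared with the mean of the other 4 birds as a median log2 ratio, against 0.32 for all genes. The T cell list without the genes of Table 4 stood at 3.78 with all 16 genes highest in this bird, and the B cell list at 6.23 with all 6. CD3E had 36.89 FPKM against at most 2.79 and JCHAIN 486.8 against at most 5.39. The erythrocyte list stood at 1.93 (HBBA 88.93 FPKM against at most 39.79), less than the T cell list, which argues against blood alone. The adipogenesis list stood at 0.48 with 3 of 7 genes highest, which argues against adipose tissue. A candidate explanation is immune cells in the sampled tissue, of more than the lymphocyte kinds, since the myeloid list stood at 3.66 with all 11 genes highest (CD74 1122.08 FPKM against at most 124.07). TNNC1, abundant in this muscle, had 2740.06 FPKM against at least 3560.5. Of the same slow fibre list, TPM3 was highest in this bird (84.23 FPKM against at most 21.69), as was ATP2A2 (10.74 FPKM against at most 5.41). Whether this reflects the state of the bird or the piece of tissue taken was not tested.

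The 126-day-old replicate 1 had 10567 genes with at least 1 FPKM against between 9354 and 9682 in the other 4 birds, and a median r of 0.902 with its age against between 0.947 and 0.953. Its FPKM stood apart for CD3E (10.09 against between 2.82 and 4.81), IL7R (2.46 against between 0.56 and 1.06), TARP (15.2 against between 3.18 and 5.27), C17orf58 (1.47 against between 0.72 and 0.9), DPT (55.98 against between 8.74 and 13.39), MGP (132.08 against between 14.48 and 34.92) and CAMK2A (1.63 against between 4.78 and 5.93). Its LysoPC 22:4 was 39.6 M (1000000 units of intensity) against between 5.72 and 7.98 M. A different scale of the bird's values is argued against: the median log2 ratio was 0.33 for all genes, where these 7 genes moved by at least 0.82, and 0.16 for all metabolite features of that ion mode, where LysoPC 22:4 moved by 2.57. For CD3E, IL7R and TARP, lymphocytes in the tissue may be the source, since the other T cell genes stood at 1.10 with 9 of 11 highest in this bird. Blood in the tissue may be as well, since the erythrocyte list stood at 2.59 (HBBA 164.77 FPKM against between 17.26 and 32.11). Both stay open, and the myeloid list was raised too, at 1.57 (CD74 496.2 FPKM against at most 200.11). For DPT, MGP, C17orf58, CAMK2A and LysoPC 22:4 no source was tested beyond the scale, and a difference between birds stays open.

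In the 180-day-old replicate 5, MB had 192.6 FPKM against between 21.05 and 35.37 in the other 4 birds, KLHL30 51.68 against between 27.57 and 34.19, ENSGALG00010014657 3.72 against between 0.52 and 1.24 and SGSM1 1.1 against between 0.32 and 0.54. NADH was 3.64 M against between 1.15 and 1.72 M. Slow-fibre muscle in the sample stays open as the source of MB. The slow fibre list without MB stood at a median log2 ratio of 0.11 over 3 genes, none of them highest in this bird: TNNC1 had 3661.37 FPKM against between 2740.06 and 3765.8, ATP2A2 5.41 against between 2.7 and 10.74 and TPM3 18.19 against between 16.7 and 84.23. Among genes too low for the list, MYH7B was highest in this bird (0.57 FPKM against between 0.06 and 0.25), as was MYH7 (0.05 FPKM, the others being listed at 0), and TNNI1 was not (0.29 FPKM against between 0.05 and 0.41). MYL2 and MYL3 were listed at 0 in all 5 birds, this one included. The medians over all genes, 0.027, and over all features of that ion mode, 0.12, argue against a different scale, since NADH moved by 1.35. No biological explanation was tested for the other genes and NADH.

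In the 180-day-old replicate 3, L-Anserine was 1495 M against between 623 and 756 M, ENSGALG00010006904 had 3.15 FPKM against between 0.15 and 0.78, and CA3B had 0.03 FPKM where the other 4 birds were listed at 0. In the 180-day-old replicate 4, L-Carnosine was 40.3 M against between 5.48 and 13.2 M, GLRB had 4.48 FPKM against between 0.09 and 0.26, and BLEC2 had 5.52 FPKM against between 0 and 1.51. A different scale of the bird is argued against for both: the median log2 ratios were -0.12 and -0.023 over all genes and 0.10 and 0.079 over all features of the ion mode, where L-Anserine moved by 1.12 and L-Carnosine by 2.33. No biological explanation was tested.

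Among the 133 groups, the remaining birds stood apart in single measures, and no explanation was tested for them. At 42 days these were CHRNG (10.95 FPKM against between 3.08 and 4.19) and TNC (4.79 FPKM against between 0.16 and 1.47) in the replicate 3, IGLL1 in the replicate 2 (25.12 FPKM against between 1.09 and 5.88), L-Carnosine in the replicate 4 (4.51 M against between 5.61 and 6.05 M) and the median r with its age in the replicate 5 (0.900 against between 0.941 and 0.945). At 126 days they were MB (18.69 FPKM against between 2.64 and 4.65) and HYDIN (0.05 FPKM against between 0.1 and 0.12) in the replicate 4, TGFB3 in the replicate 5 (20.3 FPKM against between 8.02 and 10.3) and TMEM8C in the replicate 3 (0.04 FPKM, the others being listed at 0).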

How the results depend on the processing

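No test in this part was chosen only after the result was seen, but 2 settings were: only the entry with the highest mean FPKM of each gene name, and the 15 birds of all 3 ages. For 126 against 42 days, the DEGs numbered 186 with a pseudocount of 1, 169 with no filter on low FPKM and 51 with only the highest entry of each gene name. For 180 against 42 days they numbered 172 with only the highest entry. For 180 against 126 days they numbered 53 with no filter, 20 with only the highest entry and 270 with the replicate number as a replicate block. With no filter more genes are tested, and the cause of the other changes was not tested. The replicate numbers were not taken to pair the birds, since in none of the comparisons did r of the deviations from the age means exceed 0.1 for all 5 pairs of equally numbered birds. It lay between -0.13 and 0.32 and was over 0.1 in 9 of 15 pairs. At 126 and 180 days it was 0.106 or higher except for the replicate 3, at -0.0235, so that a pairing there stays open.

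Over the 10 fits that each left out one bird, the DEGs ranged from 77 (without the 42-day-old replicate 2) to 375 (without the 126-day-old replicate 1) for 126 against 42 days, from 176 (without the 42-day-old replicate 2) to 770 (without the 180-day-old replicate 1) for 180 against 42 days, and from 15 (without the 180-day-old replicate 2) to 378 (without the 180-day-old replicate 1) for 180 against 126 days.

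The median log2 fold change of the glycerophospholipid genes, -0.14 for 126 against 42 days, became 0.0060 with quantile normalization. That of the melanocyte genes, -1.36 over 3 genes for 180 against 42 days, became 0.25 with a mean FPKM of at least 1, and ranged from -1.63 (without the 42-day-old replicate 5) to 0.10 (without the 42-day-old replicate 3). The T cell genes, the adipogenesis genes, the oxidative phosphorylation genes and the glycerophospholipid genes of 180 against 42 days kept their direction and their side of the threshold in each setting run.

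Among the 62 log2 fold changes of named genes, that of LDHA for 126 against 42 days became -0.21 with quantile normalization and ranged from -0.053 (without the 42-day-old replicate 5) to 0.23 when single birds were left out. Reversals with single birds left out also occurred for LDHB at 126 against 42 days, from -0.070 (without the 126-day-old replicate 1) to 0.46, CARNS1 at 180 against 42 days, from -0.67 to 0.083 (without the 42-day-old replicate 2), with 0.03 as another reversed value, and CNDP2 at 180 against 126 days, from -0.13 (without the 180-day-old replicate 1) to 0.12, with -0.03 as another reversed value. None of these 4 genes was a DEG. Leaving out one bird gave 533 of 612 values with the same direction and call, 65 weaker and 8 stronger.

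Of the Table 4 relations, 7, 4 and 8 had an r of 0.9 or higher at 42 and 126, 42 and 180, and 126 and 180 days. On the log2 scale these were 4, 2 and 4, and with Spearman's rho 4, 0 and 1. With single birds left out they ranged from 4 (without the 126-day-old replicate 1) to 12, from 2 (without the 180-day-old replicate 3) to 5, and from 1 (without the 180-day-old replicate 5) to 9. Relations with a within-age exact permutation p under 0.05 numbered 7, 1 and 2. At 42 and 180 days they numbered 2 on the log2 scale and 0 with Spearman's rho, and at 126 and 180 days 1 with only the highest entry of each gene name. With single birds left out they ranged from 3 (without the 126-day-old replicate 1) to 8, from 0 (without the 42-day-old replicate 5) to 2 (without the 180-day-old replicate 1), and from 0 (without the 180-day-old replicate 1) to 3 (without the 126-day-old replicate 3). With all genes of a mean FPKM of at least 0.5 in place of the DEGs, which offers more pairs, 1086 pairs had an absolute r of 0.9 or higher. The cause of the other changes was not tested.

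The r of SGSM1 and NADH became -0.18 with only the highest entry of each gene name, and 3 other relations became weaker. Spearman's rho weakened 7 of 38 relations and the 15 birds of all 3 ages 12 of 29, while the log2 scale, rescaled FPKM and the other ion mode (18 relations) weakened 0. No value could be had for genes under the FPKM minimum of a setting. FPKM hold no counts, so that the precision of genes near 0 is unknown.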

Differences from the paper's values

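The comparison of the Table 3 ratios of metabolites outside Table 4 was chosen only after the result was seen. The paper states that 10 hens per age were sequenced, and FPKM are at hand for 5 per age, so that fewer birds may stand behind the differences below than behind the paper's values. With all birds kept, each of the 26 intensity ratios of Table 3 lay within the propagated error of the ratio from the 5 birds per age. That error is wide, since it was propagated from the SD between birds and not from the standard error of the means. LysoPE 18:2 of 42 over 180 days stood at 4.51 (error 3.34), where the paper gives 1.57. The 5 birds also belong to the 10 per age that the metabolite tables list, so that the comparison is lenient. For LysoPC 22:4 of 42 over 126 days, where the paper gives 0.47, the ratio was 0.371 with all birds and 0.735 (propagated error 0.225) without the 126-day-old replicate 1. Single birds left out brought 4 other ratios outside the error and over 1.5-fold from the paper's, all of metabolites without a relation in Table 4 for the same ages. They were NADH of 42 over 126 days (2.56 without the 42-day-old replicate 5, the paper's 4.39), LysoPS 18:1 (0.753 without the 42-day-old replicate 5 and 0.825 without the 180-day-old replicate 3, the paper's 0.41), LysoPI 20:3 (6.07) and LysoPE 18:2 (6.29), the last 2 without the 180-day-old replicate 5, where the paper gives 3.00 and 1.57.

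The paper names HSPB7 among the genes positively linked with LysoPC 18:2 at 42 and 180 days, where r was -0.687. The log2 scale, Spearman's rho, the other ion mode, rescaled FPKM and each bird left out in turn all gave a negative value, and r was positive after centring within ages, at 0.346 (exact permutation p = 0.148). As worded, the paper states negative correlations of PG 36:4 with LysoPC 18:2 and a group of genes at 42 and 126 days. The figure it cites there is captioned as correlations of metabolites and genes with the meat quality traits. If the traits were meant, the r given next do not bear on the statement, since trait values were not used. Over the 10 birds, r with PG 36:4 was positive for ENSGALG00010016390, at 0.796, and lay between 0.107 and 0.533 for C17orf58, ENSGALG00010012015, CAMK2A, CHRNG and ENSGALG00010022550. It was negative within ages for C17orf58 (-0.403), ENSGALG00010012015 (-0.655) and ENSGALG00010022550 (-0.555), and for ENSGALG00010022550 also without the 2 birds farthest from the median intensity (-0.111). In its part on meat quality traits, the paper's wording gives negative correlations of ENSGALG00010009112, GAMT, HACD1 and ENSGALG00010009589 with LysoPC 18:2 at 42 and 180 days. That sentence cites the same figure, so that correlations with the traits may be meant and no conflict need exist. The paper's joint analysis and its discussion state positive correlations with LysoPC 18:2 for the same genes and ages. Here r lay between 0.777 and 0.885, which has the sign of the latter. No setting gave a negative value for these 4 genes.

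The paper selects relations with an absolute coefficient of at least 0.9, and 19 of the 38 relations of Table 4 lay under it. Of these, 3 reached 0.9 under an alternative set before the data were examined: TARP with LysoPC 20:4 by Spearman's rho, at 0.939, and HACD1 and GAMT with LysoPC 18:2 on the log2 scale, at 0.950 and 0.925. Another 10 reached it over the 2 ages with a single bird left out, and under no such alternative. They were CHRNG with LysoPC 18:2, ENSGALG00010016390 with PG 36:4, CD3E, IL7R and RASSF5 with LysoPC 22:4, ENSGALG00010025331 and IL7R with LysoPC 20:4, HSPB7 with dihydroxyacetone phosphate, and SGSM1 and CSRP3 with NADH. With all birds kept, r after centring within ages was also over 0.9 for CD3E (0.926), IL7R (0.946) and RASSF5 (0.910) with LysoPC 22:4 and for SGSM1 with NADH (0.908), with exact permutation p between 0.0315 and 0.148. The remaining 6, which are ENSGALG00010006533, HYDIN and CAMK2A with LysoPC 18:2 at 42 and 126 days and ENSGALG00010009589, HSPB7 and ENSGALG00010009112 with it at 42 and 180 days, reached it in no setting. Of the 38, HSPB7 with LysoPC 18:2 alone lay under the lower limit that the paper gives for its heatmaps. The paper describes the relations as highly significant, where the permutation p was 0.0285 for HSPB7 with LysoPC 18:2, 0.0244 for GLRB and 0.0176 for BLEC2 with L-Carnosine. It gives Pearson coefficients and names no permutation test. For GLRB and BLEC2, with r of 0.975 and 0.952, the unlike test may thus make the difference.

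The paper takes the genes of Table 4 from its DEGs, and 20 of the 32 combinations of a gene and a comparison were no DEGs here, 13 by the test and 7 by the FPKM minimum. Between 42 and 126 days, CAMK2A was a DEG with all 3 ages in one fit and without the 42-day-old replicate 5, RASSF5 with quantile normalization, TARP with rescaled FPKM, quantile normalization and the replicate number as a block and without the 42-day-old or the 126-day-old replicate 1, and ENSGALG00010025331 with the replicate number as a block. Between 42 and 180 days, ENSGALG00010006904 was a DEG with rescaled FPKM, all 3 ages in one fit and without the 180-day-old replicate 1, and ENSGALG00010009589 with no filter on low FPKM. Between 126 and 180 days, CSRP3 was a DEG with the replicate number as a block and without the 126-day-old replicate 5 or the 180-day-old replicate 1, and PCSK1 without the 180-day-old replicate 1. The other 12 were DEGs in no setting.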

Other observations

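Of the tests given here, the repeat of the B cell, myeloid, erythrocyte and fibre medians without one bird was chosen only after the result was seen. Each comparison was repeated on 100 of the 126 splits of its 10 birds into groups of 5, the real one included. The DEGs of the real split were as many in 1 of 100 splits for each of the 3 comparisons, and the largest other split gave 7 for 126 against 42 days, 176 for 180 against 42 days and 3 for 180 against 126 days.

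The median log2 fold change of the T cell genes was 1.44 for 126 against 42 days over 9 genes with a mean of at least 0.5 FPKM, 8 of them higher (camera adjusted p = 1.1e-06, fry adjusted p = 0.0206, limma). Of these genes 2 had an adjusted p under 0.05 over all genes tested and 7 adjusted over the list alone. A value as large came in 1 of 100 splits, and it stayed between 1.27 and 1.62 with single birds left out. The melanocyte genes stood at -1.36 for 180 against 42 days over 3 genes with 1 higher (camera adjusted p = 0.576, fry adjusted p = 0.0206, limma), with 1 of 100 splits as large, but at 0.10 without the 42-day-old replicate 3. By fry, the T cell and the melanocyte calls hold, and by camera the T cell call does. The adipogenesis genes stood at -0.39 for 180 against 42 days over 6 genes (camera adjusted p = 0.576, fry adjusted p = 0.186, limma), with 11 of 100 splits as large. The glycerophospholipid genes stood at -0.14 for 126 against 42 days over 55 genes (fry adjusted p = 0.249, limma), with 36 of 100 splits as large, and at -0.22 for 180 against 42 days over 56 genes (fry adjusted p = 0.328, limma), with 23 of 100 splits as large. The oxidative phosphorylation genes stood at -0.03 for 180 against 126 days over 58 genes (fry adjusted p = 0.797, limma), with 65 of 100 splits as large. Adjusted over the list alone, 1 melanocyte gene and 0 genes of these last 3 lists had an adjusted p under 0.05.

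For 126 against 42, 180 against 42 and 180 against 126 days in turn, the median log2 fold change was 2.05, 1.13 and 0.28 for the B cell genes (2, 6 and 6 genes), 1.01, -0.39 and -0.83 for the myeloid genes, -0.09, -0.06 and 0.00 for the erythrocyte genes, 0.38, -0.17 and -0.09 for the slow fibre genes, and -0.14, -0.16 and 0.15 for the fast fibre genes. The B cell and myeloid values of 180 days lean on the 180-day-old replicate 1, which also brings 4 of the 6 B cell genes over the FPKM minimum. Without it they were -0.36 and -2.41 for the B cell genes (2 genes each) and -1.38 and -1.66 for the myeloid genes, against 42 and 126 days. In the same order, the erythrocyte genes then stood at -0.47 and -0.30 and the slow fibre genes at -0.60 and -0.26. The fast fibre genes stood at -0.07 and 0.21. The erythrocyte and slow fibre medians of 180 days thus lean on this bird as well.

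CD3E, IL7R, TARP, RASSF5 and ENSGALG00010025331 rose with LysoPC 20:4 and LysoPC 22:4 across the birds of 42 and 126 days. One explanation tested was a varying share of T cells in the sampled muscle. The 9 other T cell genes had a higher median within-age r than 93.72% of 10000 random lists matched on mean FPKM for LysoPC 20:4 and than 95.4% for LysoPC 22:4. Without the 126-day-old replicate 1 their median within-age r was -0.07 and 0.03, higher than in 4.02% and 35.54% of random lists. The test thus rests on that bird and leaves the explanation open. Another expectation was that the relation also holds at 180 days. The bird with the highest CD3E there, the replicate 1 with 36.89 FPKM, had the lowest LysoPC 20:4 (33.5 M, another ion than in the younger birds' comparison, against between 46.5 and 62.3 M) and the lowest LysoPC 22:4 (3.22 M against between 3.24 and 6.41 M) of the 5 birds. This rests on one bird that stands apart in many genes, so that the expectation stays open as well. Age remains an open explanation of the rise.

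For pairs of a DEG and a metabolite, the number of coefficients of 0.9 or higher leaves age alone open: pairing birds at random within ages gave at least as many in 286 of 1000 shuffles. Taken by comparison, 77, 387 and 436 of 1000 shuffles did so at 42 and 126, 42 and 180, and 126 and 180 days. With all genes of a mean of at least 0.5 FPKM, the pairs numbered 794, 194 and 98 against shuffled medians of 217, 315.5 and 89.5, and 5, 78 and 39 of 100 shuffles gave at least as many. At 42 and 126 days age alone thus accounts less well for the pairs over all genes than in the other 2 comparisons.

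MB, the gene of myoglobin, had a mean of 3.55 FPKM at 42 days, 6.44 at 126 days and 60.4 at 180 days. The means of the later ages lean on single birds. At 126 days the replicate 4 had 18.69 FPKM against at most 4.65. At 180 days the replicate 5 had 192.6 FPKM against at most 35.37. MB was no DEG between 126 and 180 days in 8 of 10 fits that each left out one bird. The DEGs with the largest rise and no overlap between ages were IGLL1, TNC and JCHAIN at 126 against 42 days, MB, ZBTB32 and AGXT2 at 180 against 42 days, and ANKRD2, CA12 and MB at 180 against 126 days. Those with the largest fall were PENK, TMEM8C and CA3B, then PENK, CA3B and MGP, and then ADAMTS20, MGP and DPT. Of the 10 fits that each left out one bird, DPT lost its call in 7, ADAMTS20 and JCHAIN in 5 each, CA12 in 4, MGP at 180 against 126 days in 3 and TNC in 1. IGLL1 rose by a log2 fold change of 4.97 (adjusted p = 0.00415, limma), ZBTB32 by 3.23 (adjusted p = 0.00501, limma) and ANKRD2 by 4.20 (adjusted p = 0.0108, limma). LysoPC 18:2 of the comparison of 42 and 126 days and LysoPC 18:2 of that of 42 and 180 days are different ions, at 14.1 and 257 M in the birds of 42 days.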
